# “3D, human renal proximal tubule (RPTEC-TERT1) organoids ‘tubuloids’ for translatable evaluation of nephrotoxins in high-throughput”

**DOI:** 10.1371/journal.pone.0277937

**Published:** 2022-11-21

**Authors:** Sarah E. Vidal Yucha, Doug Quackenbush, Tiffany Chu, Frederick Lo, Jeffrey J. Sutherland, Guray Kuzu, Christopher Roberts, Fabio Luna, S. Whitney Barnes, John Walker, Pia Kuss

## Abstract

The importance of human cell-based *in vitro* tools to drug development that are robust, accurate, and predictive cannot be understated. There has been significant effort in recent years to develop such platforms, with increased interest in 3D models that can recapitulate key aspects of biology that 2D models might not be able to deliver. We describe the development of a 3D human cell-based in vitro assay for the investigation of nephrotoxicity, using RPTEC-TERT1 cells. These RPTEC-TERT1 proximal tubule organoids ‘tubuloids’ demonstrate marked differences in physiologically relevant morphology compared to 2D monolayer cells, increased sensitivity to nephrotoxins observable via secreted protein, and with a higher degree of similarity to native human kidney tissue. Finally, tubuloids incubated with nephrotoxins demonstrate altered Na+/K+-ATPase signal intensity, a potential avenue for a high-throughput, translatable nephrotoxicity assay.

## Introduction

The average time it takes for a new drug to be developed is 14 years. The average cost is over $ 2.6 billion USD. For every 10k drugs investigated in early stages, only 1 makes it through the clinic [1]. Once in clinical trial phases II and III, an estimated 95% of candidates are eliminated—with an estimated 30–40% of failures in clinical trial phases II and III are due to toxicity [2,3], with some estimates as high as 60% for phase II trials [4]. Estimated 21% of drug withdrawals are nephrotoxic/hepatic issues [5].

One reason for the failure of drugs to make it to market is issues with toxicity and/or off-target toxicity; this is due to many intersecting issues, including relevance of animal models to human biology, lack of a reliable human *in vitro* models, lack of robust biomarkers which translate from *in vivo* studies, and possible patient-specific genetic differences which impact tolerability and responsiveness to treatments [6]. Late-stage failed compounds typically underestimate renal toxicity potential [7]. Further, renal toxicity acts as a dose-limiting parameter for many treatments [8,9].

Considering the wealth of data accumulating suggesting that our preclinical efforts into toxicity are not robust enough to predict toxicity in humans, it is likely we need to rethink our approach as an industry to develop a predictive *in vitro* human assay [2,3,5,10]. Of all drugs available on the market, ~33% are renally cleared and ~25% are excreted in the urine unchanged [11]. Proximal tubule epithelial cells (PTECs) are particularly susceptible to damage because secreting drugs is an active process, requiring many drug transporters to function together to eliminate drugs and their metabolites.

PTECs tend to accumulate toxins and serve as the kidney’s primary method to eliminate (secrete) toxins [12]. After plasma is filtered in the glomerulus, then enters the Bowman’s capsule the remaining 80% flows through peritubular capillaries, where the proximal tubule performs its key function of clearance via activation of basolateral transporters [12]. Secretion at the proximal tubule is the main mechanism of elimination of toxins, and hence why the site is particularly vulnerable to drug-induced toxicity [6,12]. Abnormalities in renal transporters can lead to drug-induced nephrotoxicity [11].

There is a pressing need to develop an accurate, human, *in vitro*-based model that can predict human toxicity response and intervene at the earliest stages of drug development. In 2D, human primary renal cells quickly lose their differentiation and functionality; common alternatives such as MDCK, CHO, HEK293 although frequently used, lack transporter function and specific biomarkers, therefore have less-than-ideal physiological relevance. Significant effort to develop technologies which better approximate the physiology of human kidneys have been made, through advancements such as iPSC-derived organoids or complex organ-on-chips [13–17]. Additionally, many groups have explicitly considered differences between 2D and 3D culture methods to emphasize the likely importance of 3D culture for relevant systems [18–20]. Although these studies have helped to identify crucial aspects of biology that are likely required for a relevant *in vitro* model, no 3D system is currently feasible for high-throughput assays making them unrealistic for drug discovery efforts [21].

RPTEC/TERT1 cells are RPTEC cells that have been immortalized by pLXSN-human telomerase (hTERT) retroviral transfection while still maintaining proximal tubule phenotype and being able to be expanded indefinitely. They have been researched as a possible model system for many renal applications due to their stability and the fact that they are primary, human cells [22]. A major aim of this study is to validate whether these cells can be utilized for forming tubuloids, and whether they will express key biomarkers with crucial renal function (examples: apical brush border, transporters, cell polarization, differential response to compounds). Interestingly, prior work has demonstrated that these cells can spontaneously organize into tubules [20] as well as seeming to have the ability to form spheroids when cultured in 3D [23]. Several groups have already investigated these cells for their potential utility for identifying toxicity [24–26].

The RPTEC-TERT1 tubuloids demonstrated several advantages over 2D (monolayer) RPTEC-TERT1; most importantly, that the 3D tubuloids were more similar genetically to human kidneys, with nephrotoxicity results that also aligned with *in vivo* animal studies. Further, the tubuloids are polarized, with a clearly defined lumen, and stain for several key transporters (including Na+/K+-ATPase, SGLT2, OAT1, OCT2, Aquaporin-1, Aquaporin-3), with clear primary cilium growing on the interior (apical) side of the lumen, and the tubuloids also stain for multiple markers which have been proposed as key markers to identify kidney injury (KIM-1, Osteopontin, HMOX)—emphasizing the utility of this system as a tool in drug development [7,27].

The objective of the study is to establish kidney tubuloids (‘proximal tubule organoids’) from primary human kidney cells (RPTEC/TERT1), to be adapted for high-throughput applications. Prior work has identified predictive compound sets amenable to nephrotoxicity screening, containing both toxic compounds as well as a variety of non-toxic controls [27,28]. To date there exist no current treatments for end-stage kidney disease. The opportunity to reliably predict nephrotoxicity, and thereby methods to prevent/inhibit or reverse/regenerate damage could be a paradigm shift to the field of drug discovery.

## Methods

### Materials

Key materials are described in S1 Table and other supporting information.

### Cell culture

RPTEC-TERT1 (ATCC) were cultured according to all manufacturer recommendations, in a 37°C incubator with 5% CO_2_.

#### To prepare 3D cultures

To keep passage numbers the same throughout experiments (passage 9), RPTEC-TERT1 frozen vials were seeded directly into culture. First, cells were counted (with viability confirmed to be above 80%) and reconstituted to 6.5 *10^5^ cells/mL. Matrigel (growth factor reduced, Corning) was kept on ice during preparation. Reconstituted cell solution was mixed with matrigel at 50% (v/v), mixed well, and then plated into CellCarrier Ultra 384-well plates (Perkin Elmer) at 15 μL/well. The plates were tapped to ensure even coating of the cell-matrigel solution, then allowed to cure in a 37°C, 5% CO_2_ incubator for at least 30 minutes. Once gelation occurred, 75 μL of RPTEC-TERT1 media was plated into each well.

#### To prepare 2D cultures

Using the same vial as the 3D cultures, cells were plated using 15 μL/well of cells at 6.5 *10^5^ cells/mL. Then, 75 μL of RPTEC-TERT1 media was plated into each well.

#### Injury assay

After 7 days in culture, media is exchanged using an automatic liquid handler. On day 10 of culture, media is aspirated and replaced with either control, or compound-containing media at a predefined dose (Table 1) and incubated for 4, 24, or 48 hours.

**Table 1:** Media conditions for injury assay.

Media condition for dosing	Concentration (μM)
Standard RPTEC-TERT1 media control	N/A
Cadmium chloride	4.5, 9, 55 (low, mid, high)
Cisplatin	10, 30, 50 (low, mid, high)

### Genetic analysis

Samples (2D and 3D) were grown in 24-well culture to ensure RNA-yield for genetic analysis. Samples were isolated using Trizol at 500 μL/well (24-well plate), with gentle homogenization. The resultant lysate was then frozen at -80°C until RNA extraction.

#### RNA extraction

Samples were homogenized using QiaShredder according to manufacturer protocol (Qiagen); RNA was immediately extracted using DirectZol Prep (Zymo) according to manufacturer protocol and eluted in water.

#### RNASeq (bulk)

One hundred to two hundred nanograms of total RNA was used to make libraries using Lexogen Quantseq reagents. Libraries were sequenced using 50 bp single reads on an Illumina HiSeq 1000 to an average depth of 15 million reads (mapped to genes) per sample. For all samples, bcl2fastq2-2.20.0.422–2 was used to make fastqs. Reads were aligned with STAR v 2.6.1d against the version 101 genome and gtf from Ensembl [29]. RSEM version 1.2.28 was used to assigned reads to genes [30]. DESeq2 version 1.28.0 was run in R 4.0.2 to calculate differentially expressed genes [31]. Gene changes were calculated via “DESeq2” package in R. Orthologs were identified via “biomaRt” package in R and common genes were considered in the gene expression profile comparisons.

### Phenotypic, high content imaging

#### Antibody staining

For 384 well culture, media was aspirated then plates were fixed in 4% (v/v) paraformaldehyde (PFA) solution (in phosphate buffered saline (PBS)) with gentle shaking. Samples were then washed three times with PBS using an automated plate washer; following the final wash samples were incubated with blocking solution (4% bovine serum albumin (BSA) (w/v), 0.5% Triton (v/v) in PBS) for at least overnight at 4°C (35 μL/well).

Blocking solution was aspirated the following day, and then primary antibodies were added (35 μL/well), prepared in antibody buffer (2% BSA, 0.25% Triton in PBS) and incubated with gentle shaking throughout the day and moved to 4°C storage overnight.

Primary antibodies were then aspirated, and plates were washed with PBS– 0.05% (v/v) Tween 20 (PBST) solution three times. Secondary antibodies, prepared in antibody buffer, were added (35 μL/well) and incubated with gentle shaking throughout the day and moved to 4°C storage overnight. Antibodies/dyes described in S2 Table. On the final day, plates were washed six times with PBST, and then sealed.

#### Tubuloid image intensity

Images were first corrected using the BaSiC background correction method [32]. Tubuloids were then segmented using cellpose with an approximate diameter of 100 pixels, and Na+/K+-ATPase signal intensity was measured within each detected tubuloid [33]. The primary readout for this assay, 95th percentile Na+/K+-ATPase Tubuloid intensity, was calculated for each well by pooling the pixel intensity values of every segmented tubuloid, then taking the 95th percentile of this pool.

### Protein assays

A custom Luminex assay (Biotechne) was prepared for initial studies comparing 2D and 3D systems, the assay was prepared for 96-well culture testing supernatant for 15 injury biomarkers (S3 Table). Assays were performed according to manufacturer specifications and read using a FlexMap 3D (RnD Systems).

Samples were normalized via total protein content which was determined by Pierce Rapid Gold BCA protein assay kit (ThermoFisher). The normalized value was used for further analysis.

## Results

### Phenotypic: Development of 3D human proximal tubule organoids ‘tubuloids’ for high throughput screening

When cultured in 50% (v/v) growth-factor reduced matrigel, RPTEC-TERT1 cells self-organize into large diameter tubuloids with lumens over the course of 10 days (Fig 1). The tubuloids are cultivated on 384-well plates, making the system highly amenable to automation and high-throughput screening platforms. Tubuloids were stained with several key proximal tubule biomarkers and visualized via high-content imaging (Opera Phenix, Perkin Elmer) to distinguish key features. Importantly, the tubuloids are polarized, exhibit important proximal tubule markers, and display a lumen, enabling physiologically relevant flow/transport from the basolateral to apical side. The biomarkers selected and their membrane location are specified in Table 2, with control staining in 2D cells explored in S1 Fig.

**Fig 1:**
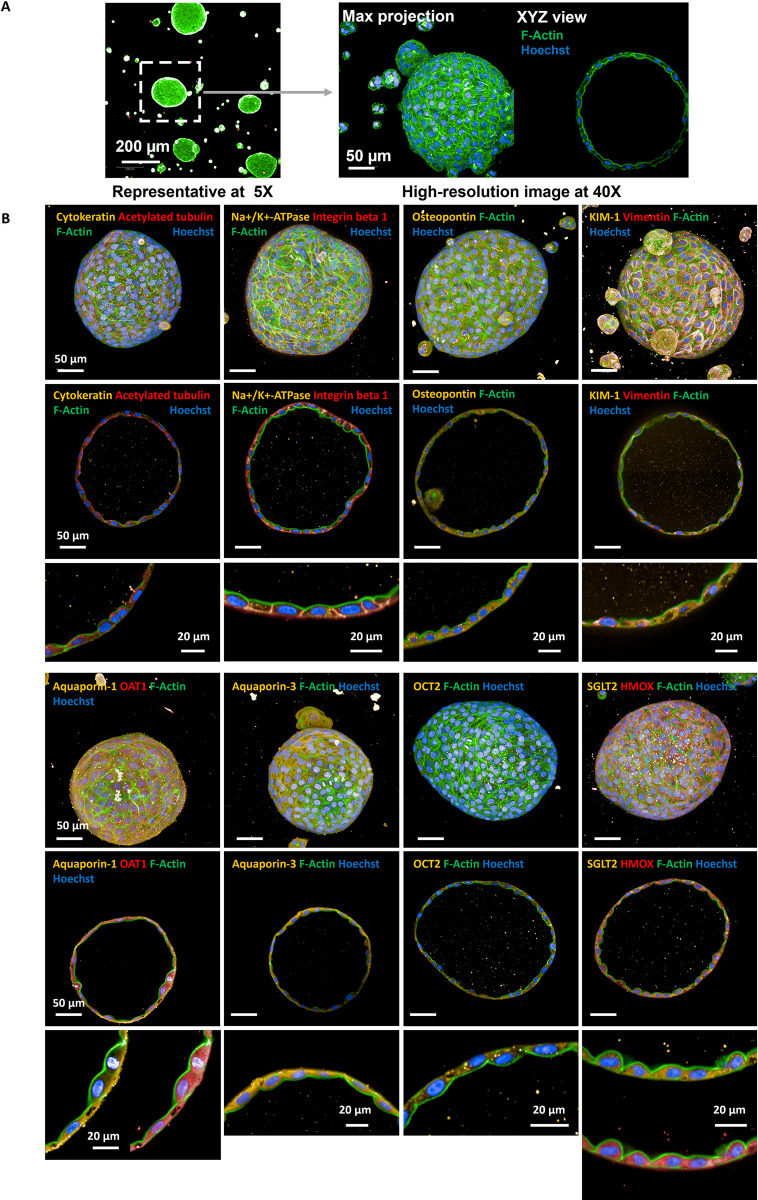
High throughput, high content imaging of tubuloids. (A) Tubuloids cultured in 384-well plates were imaged via Preciscan algorithm (Opera Phenix, Perkin Elmer), wherein individual tubuloids of predetermined diameter, morphology, and quantity per-well were identified and captured in high resolution. (B) Tubuloids display several key biomarkers for proximal tubules including KIM-1, Aquaporin-1, Aquaporin-3, OCT2, OAT1, SGLT2, Na+/K+-ATPase, Integrin beta 1, Acetylated tubulin, Vimentin, Cytokeratin, Osteopontin and HMOX1, and exhibit hollow lumens. Polarity is evident for several markers, including primary cilia which face the interior lumen, as well as Na+/K+-ATPase and integrin beta 1 on the basolateral side.

**Table 2:** Tubuloid biomarkers and respective membrane location.

Biomarker	Membrane location
F-Actin	Intracellular
Cytokeratin	Intracellular
Acetylated tubulin	Intracellular
Na+/K+-ATPase	Basolateral
Osteopontin	Intracellular
KIM-1	Intracellular or membrane
Vimentin	Intracellular/intermediate filaments
Aquaporin-1	Basolateral and apical
OCT-1	Basolateral
Aquaporin-3	Basolateral
OCT-2	Basolateral
SGLT2	Apical
HMOX	Intracellular or membrane

### Differences between 2D and 3D morphology

A key advantage of the tubuloid system for high-throughput screening is that the morphology is effectively opposite of 2D monolayer systems, *i*.*e*., that when compound is applied to the 2D system it is in contact with the apical side of the cells, whereas in the 3D tubuloid system it is in contact with the basolateral side—not the apical side (Fig 2A). This distinguishing characteristic of the assay is evident, with primary cilia visible on the apical lumen in 3D, but in 2D while the cells are polarized, the cilia are directly accessible (Figs 2B and S2). The basolateral side of the 3D tubuloid is on the exterior surface (Fig 2C and 2D), whereas in the 2D monolayer the basolateral side is against the tissue-culture plastic (inaccessible).

**Fig 2:**
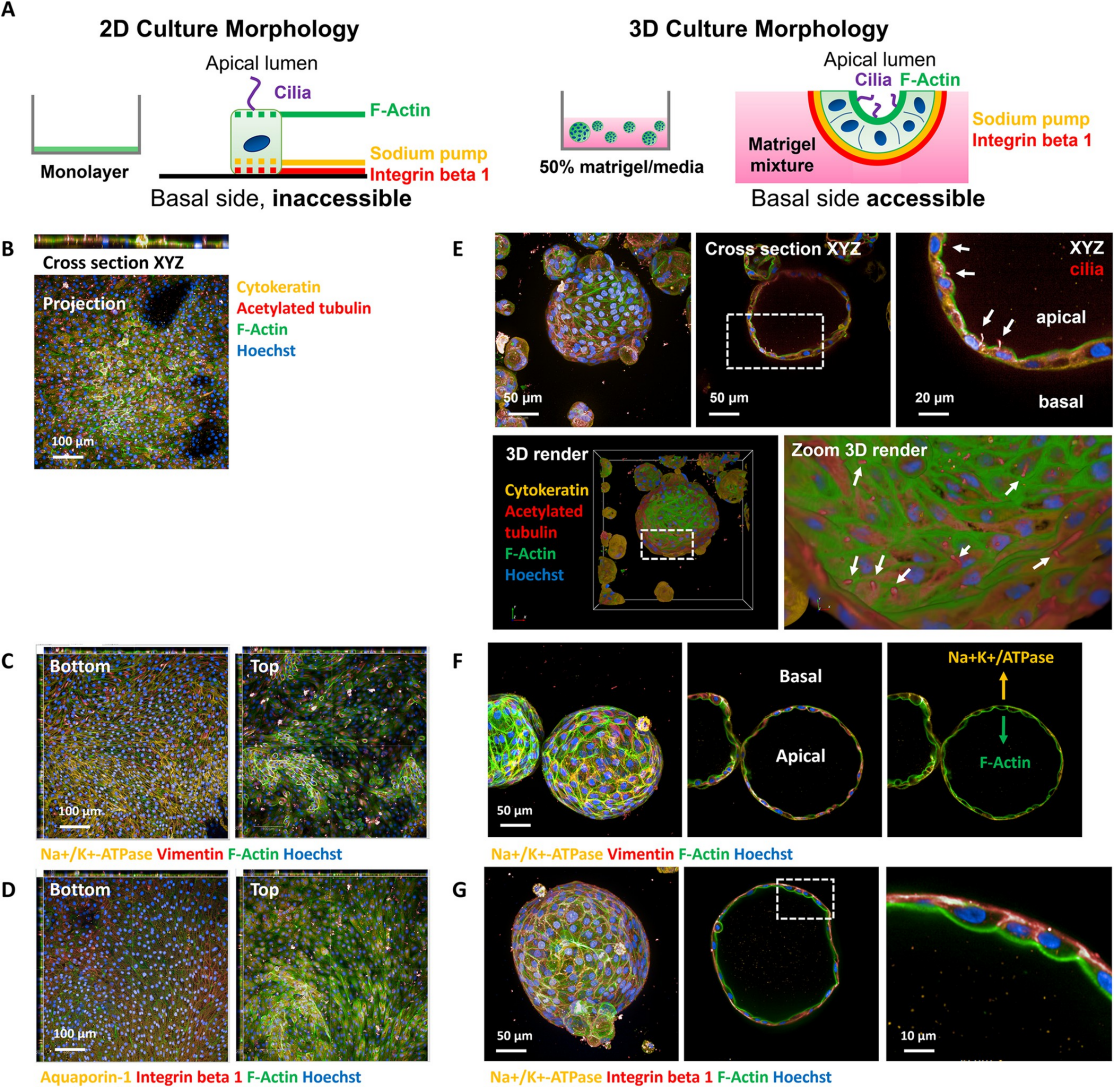
Differences between 2D and 3D culture method. (A, D) In 2D, cilia are present, pointing upwards into the well and are susceptible directly to toxin addition whereas in 3D, the cilia are facing the apical lumen of the tubuloid (white arrows). (B, E) A key transporter (Na+/K+-ATPase) is basolaterally expressed, whereas in 2D while also basal is inaccessible against tissue-culture plastic. (C, F) Similarly, integrin-beta 1 is basolaterally expressed in 3D and 2D, however the 2D basal side is inaccessible whereas in 3D it is accessible.

### Injury design

To determine which condition would be the most predictive for a nephrotoxicity readout, treatment with known nephrotoxins cisplatin and cadmium chloride were compared with respect to sample type (2D or 3D), time, and dose (Table 3). RNASeq was performed on bulk samples (2D, 3D) on low dose nephrotoxins (cisplatin, cadmium chloride) with respect to time; the secreted protein analysis (2D, 3D) was performed on low, mid, and high dose of the nephrotoxins (cisplatin or cadmium chloride).

**Table 3:** Sample table and description of data collected.

Sample	Time-point	Condition	Data collected
Extracted RNA (2D, 3D)	4 h, 24 h, 48 h	Control (media) Nephrotoxin treatment (low dose of cisplatin (10 μM) or cadmium chloride (4.5 μM))	Bulk RNASeq
Supernatant (2D, 3D)	4 h, 24 h, 48 h = 15-plex, 96-well assay (marker selection) 4 h = 5-plex, 384-well assay (nephrotoxicity screen)	Control (media) Nephrotoxin treatment (low, mid, and high dose of cisplatin (10, 30, 50 μM) or cadmium chloride (4.5, 9, 55 μM))	Luminex assay (protein concentration)
Images (3D)	24 h	Control (media) Cisplatin Cadmium chloride	High content imaging analysis (Na+/K+-ATPase intensity)

### Protein changes upon injury

The 2D and 3D system were directly compared for the ability to detect secreted proteins indicating kidney injury. Following incubation with cisplatin, a well-described nephrotoxin, the supernatant was collected, and concentration was determined via Luminex (Fig 3A). In general, it was evident that overall signal for proteins indicating injury was higher and more evident in 3D than in 2D. Further, low and mid dose had the highest signal across all markers in 3D, whereas the signal appeared to be ablated in the high dose most likely due to the toxic effect of the treatment (Fig 3B); the injury proteins with the highest signal in 3D were A2M, CXCL1, IL-18, KIM-1, and Osteopontin (Fig 3C).

**Fig 3:**
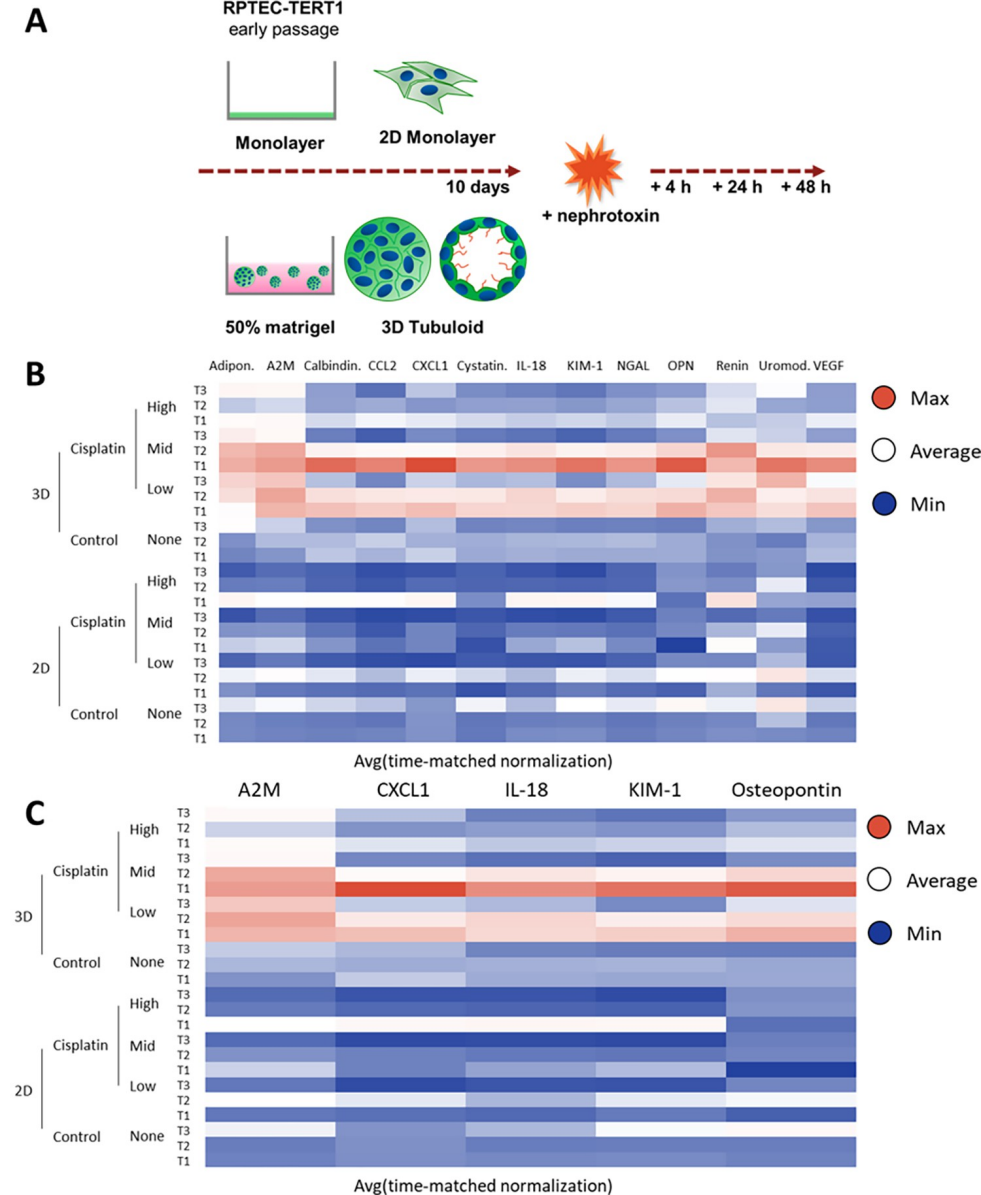
96-well Luminex assay on cisplatin injured samples in 2D and 3D. (A) Injury assay design in 2D and 3D compares cells in monolayer to tubuloids following incubation with cisplatin at pre-determined timepoints. (B) All targets with signal from a 15-plex assay (2 targets, beta-2-microglobulin and TFF3, were not detected) with respect to 2D or 3D samples, and concentration of cisplatin, over time emphasized that 3D tubuloids had higher detectable proteins indicating injury from the 3D tubuloids than the 2D monolayer (C) The highest signal biomarkers were A2M, CXCL1, IL-18, KIM-1, and Osteopontin.

### Genetic changes upon injury

RNAseq analysis was performed on 3D tubuloids and 2D monolayer cells following incubation with media, cadmium and cisplatin at 0, 4 and 48 hours to compare gene expression signatures to known nephrotoxicology data. 

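Bulk RNA was sequenced from RPTEC-TERT1 cells, an immortalized human proximal tubule epithelial line, grown as 3D tubuloids or as a 2D monolayer. The 44 libraries form 14 groups. At 0 h there were 4 libraries per culture, in media. At 4 h and at 48 h there were 3 libraries per culture for each of media, 10 µM cisplatin and 4.5 µM cadmium chloride, the low doses of Table 3. The library kit reads the 3' ends of transcripts, so a gene's count does not grow with its length. The authors aligned the reads with STAR, assigned them to genes with RSEM and divided the counts of each library by 1 size factor with DESeq2. The deposited values are these normalized counts, for 17416 protein-coding genes, 10453 lncRNA genes and a few others. Multiplied by its size factor, 100% of the values of every library were whole reads within 0.001.
In 2D, the median number of reads per library was 16037676 at 0 h (range 13438836 to 17665712). At 4 h it was 17918518 in media (15233799 to 18961820), 14316775 in cisplatin (9465707 to 17375690) and 15240220 in cadmium chloride (7392058 to 15568687). At 48 h it was 17711442 in media (13492885 to 18419998), 10019380 in cisplatin (895244 to 15059626) and 13466036 in cadmium chloride (13328241 to 14237776). In 3D, the median was 13146878.5 at 0 h (6939895 to 17006556). At 4 h it was 10535037 in media (7881297 to 22211221), 19500207 in cisplatin (17393815 to 22727970) and 14314050 in cadmium chloride (13046381 to 17231548). At 48 h it was 16131508 in media (9323024 to 19742448), 16171579 in cisplatin (14909023 to 16659379) and 16612742 in cadmium chloride (10313728 to 16721263). The mean over all libraries was 14612500. Replicate 1 of 2D cisplatin at 48 h, with 895244 reads, was the shallowest, and the smallest value above 0 in it is 18.4.
A set of 4 lncRNA genes that lie inside copies of the 18S ribosomal RNA gene took 29.5% of all reads. One of them, FP236383.4, lies on chromosome 21 of GRCh38 from 8393419 to 8394341. Their share was 20.4% ± 1.98 (SD, n = 4) in 2D and 43.7% ± 6.32 (SD, n = 4) in 3D at 0 h. At 48 h it was 27.5% ± 8.86, 34.4% ± 11.9 and 36.8% ± 8.16 in 2D media, cisplatin and cadmium chloride (SD, n = 3). In 3D it was then 34.2% ± 3.56, 28.9% ± 8.45 and 20.3% ± 14.7 (SD, n = 3). Transcripts of the mitochondrial genome held 8.55% ± 0.755 of the reads in 2D at 0 h and 3.56% ± 0.646 (SD, n = 3) after 48 h in 2D media. In 3D they held 6.63% ± 0.878 (SD, n = 4) at 0 h and 6.53% ± 0.624 (SD, n = 3) after 48 h in media. These are shares of all reads, so they also move with the share of the 18S copies. They do not show how the cultures or times compare outside those copies. For the values below, 1 was added to each normalized count and the log2 taken. limma was then fitted once to all 44 libraries, with 1 term per group and its trend option, over the 17458 genes with a normalized count of at least 10 in at least 3 libraries. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. The paper's text does not name whether the replicates were separate cultures, so the p-values measure the spread between libraries.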

Under each treatment condition, changes in gene expression were determined by comparing expression vs. untreated cells at baseline (0 hours). For all 3 treatment conditions (media, cadmium, or cisplatin), a large proportion of genes were significantly changed (p-adj < 0.05) at 48 hours under 2D conditions, but not under 3D conditions (Fig 4B). This suggested that cells cultured under 3D conditions remained more stable and similar to their baseline state in the 3D model and were less susceptible to perturbation. 

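After 48 h in media, cell cycle genes had fallen in both cultures, and genes of the p53 and integrated stress responses had risen in 2D. RRM2, a subunit of the ribonucleotide reductase that makes DNA precursors, fell in 2D from 1484 ± 206 normalized counts (SD, n = 4) at 0 h to 17.7 ± 3.18 (SD, n = 3), a log2 fold change of -6.31 (standard error 0.46, adjusted p = 6.79e-13 from limma). In 3D it fell from 311 ± 51.8 (SD, n = 4) to 48.7 ± 15.8 (SD, n = 3), a log2 fold change of -2.68 (standard error 0.46, adjusted p = 0.00199 from limma), a call of RRM2 that ended when all libraries were thinned to the shallowest (adjusted p = 0.0604). ATF3, a transcription factor induced by stress, rose in 2D from 19.7 ± 12.4 to 5429 ± 2489, a log2 fold change of 8.21 (standard error 0.52). In 3D, ATF3 stood at 165 ± 98.4 at 0 h and at 297 ± 203 at 48 h, and its log2 fold change of 0.84 (standard error 0.52, adjusted p = 0.608 from limma) did not pass.
Of 42 cell cycle genes, 36 were lower in 2D and 0 higher (40 lower when adjusted over the list alone). In 3D, 10 were lower and 0 higher (31 lower when adjusted over the list alone), among them TOP2A, a topoisomerase of dividing cells, at a log2 fold change of -2.72 (standard error 0.61). Of 36 p53 target genes, 19 were higher in 2D and 1 lower (23 and 1 when adjusted over the list alone). They included CDKN1A, an inhibitor of cyclin-dependent kinases, at 3.97 (standard error 0.27), and BBC3, which promotes apoptosis, at 4.90 (standard error 0.33). In 3D, 1 p53 target was higher, GDF15, a secreted stress factor, at 1.99 (standard error 0.39), and 0 were lower. CDKN1A in 3D was at 0.25 (standard error 0.27, adjusted p = 0.812 from limma). Of 37 genes of the integrated stress and unfolded protein response, 21 were higher in 2D and 1 lower (23 and 1 when adjusted over the list alone), and 5 were higher and 0 lower in 3D (13 higher when adjusted over the list alone). Examples are DDIT3, a transcription factor of that response, at 5.95 (standard error 0.37) in 2D, and ASNS, asparagine synthetase, at 2.55 (standard error 0.35) in 3D. PDZK1, a scaffold of transporters in the proximal tubule brush border, fell in 2D at -3.66 (standard error 0.36) and was at -0.76 (standard error 0.36, adjusted p = 0.443 from limma) in 3D. Of 13 transcripts of the mitochondrial genome, 10 were lower in 2D and 0 higher (12 lower when adjusted over the list alone). Of 29 hypoxia genes, 4 were lower in 3D and 0 higher (11 lower when adjusted over the list alone), such as ADM, adrenomedullin, at -2.23 (standard error 0.40). In 3D, TOP2A did not pass without replicate 3 at 0 h or replicate 1 or 2 at 48 h (adjusted p = 0.0813, 0.0912 and 0.230), nor GDF15 without replicate 2 at 48 h (adjusted p = 0.175).
Set against other genes with limma's camera, the cell cycle, p53 and stress response lists moved in 2D, and the cell cycle, stress response and hypoxia lists in 3D, with the preset and with an estimated correlation. The p53 list in 3D had a camera adjusted p of 0.0129, and an adjusted p = 0.238 with an estimated correlation. Over all genes, limma called 1300 higher and 1536 lower in 2D media, 1062 higher and 2254 lower in 2D cisplatin, and 1430 higher and 1732 lower in 2D cadmium chloride, each at 48 h against 0 h. In 3D it called 31 higher and 101 lower in media, 32 higher and 87 lower in cisplatin, and 147 higher and 260 lower in cadmium chloride. Fitting only the compared libraries gave 70, 6 and 51 calls in these 3D groups, with 32, 4 and 41 of the same genes among them, and DESeq2 gave 292 in media and 228 in cisplatin. Without replicate 1 of 2D media at 48 h the 2D media total was 1853, and without replicate 1 of 2D cisplatin at 48 h the 2D cisplatin total was 1758. In 3D media the total was 55 or 83 without replicate 3 or 4 at 0 h and 50, 14 or 83 without replicate 1, 2 or 3 at 48 h, in 3D cisplatin 61, 76 or 46 without replicate 1, 2 or 3 at 48 h, and in 3D cadmium chloride 255 or 232 without replicate 1 or 3 at 0 h and 751 or 95 without replicate 2 or 3 at 48 h.

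**Figure D1:**
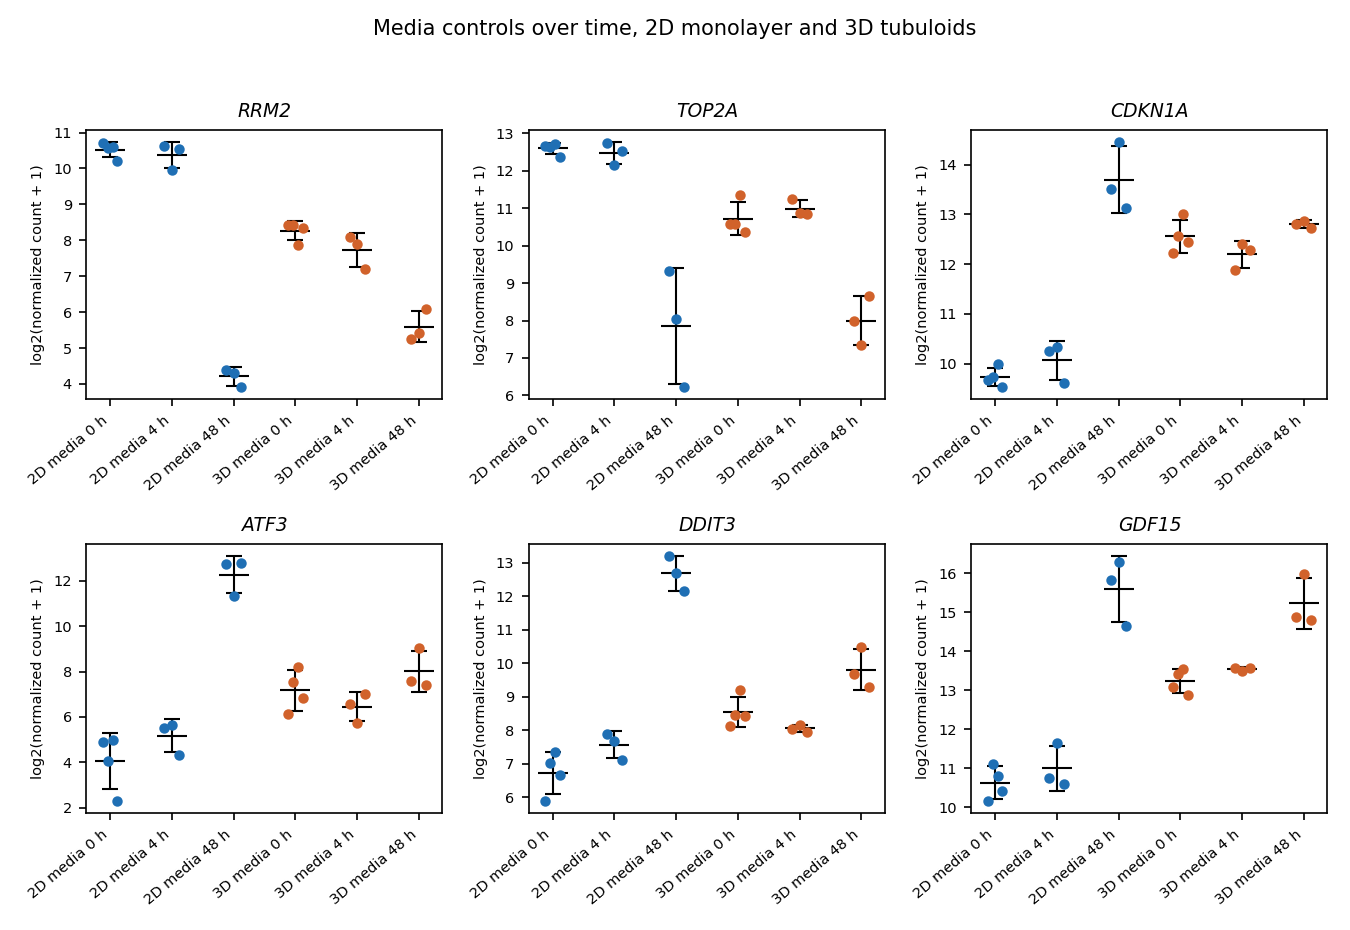
Log2 of the normalized count plus 1 (vertical axis) of RRM2, TOP2A, CDKN1A, ATF3, DDIT3 and GDF15 at 0, 4 and 48 h in media (horizontal axis), for 2D and 3D cultures. Each point is 1 library, and the bars give the mean and its SD over 4 libraries at 0 h and 3 libraries at 4 and 48 h; the 2D and 3D values of ATF3 at 48 h, 5429 and 297 normalized counts on average, lie farther apart than the libraries of either group.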

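The change over 48 h in media differed between the cultures for stress, cell cycle and cholesterol genes. The log2 change of ATF3 was 7.36 smaller in 3D than in 2D (difference -7.36, standard error 0.74, adjusted p = 4.03e-08 from limma's interaction test), and that of the stress factor DDIT3 gave a difference of -4.69 (standard error 0.52). CDKN1A, which halts the cell cycle, gave -3.72 (standard error 0.38), and HMOX1, the heme oxygenase induced by oxidative stress, gave -3.44 (standard error 0.72). RRM2 went the other way, with a difference of 3.63 (standard error 0.65). The cultures began at different levels. At 0 h CDKN1A stood at 4744 to 8203 normalized counts in the 3D libraries and at 739 to 1013 in the 2D libraries. At 48 h in media CDKN1A stood at 6745 to 7511 in 3D and at 9000 to 22450 in 2D. DDIT3 also began higher in 3D, at 281 to 584 against 58.4 to 162. RRM2 began lower in 3D, at 234 to 344 against 1190 to 1668. The differences therefore compare changes from unequal levels.
Among the 36 p53 targets, the difference was negative for 12 and positive for 0 (16 and 1 when adjusted over the list alone), with a median of -1.24. In the integrated stress and unfolded protein response it was negative for 8 of 37 genes and positive for 0 (10 and 0 when adjusted over the list alone). It was positive for 5 of 42 cell cycle genes and negative for 0 (11 and 0 when adjusted over the list alone). Of 25 genes of cholesterol synthesis, 6 had a positive difference and 0 a negative one (8 and 0 when adjusted over the list alone). Of 12 metal response genes, 4 had a positive difference and 0 a negative one (7 and 0 when adjusted over the list alone), for example MT1F, a metallothionein that binds metal ions, at 1.95 (standard error 0.35). TFAP2B, a transcription factor of the distal nephron, had a difference of 2.34 (standard error 0.30). These 5 lists also differed from other genes by camera with an estimated correlation. Over all genes, the interaction was past the threshold for 555 genes in media (275 positive, 280 negative), 456 in cisplatin (276 and 180) and 1234 in cadmium chloride (552 and 682). With only the compared libraries fitted, it was 1107 in media and 284 in cisplatin. Other splits of the libraries gave up to 1774 genes in media, where 4 of 100 splits had as many as the real one, 38 in cisplatin and 1177 in cadmium chloride. A split that keeps the real labels of a single culture keeps that culture's change, so these counts do not measure chance alone.
As a measure over whole libraries, the mean Spearman correlation of each 48 h library with the 0 h libraries of its own culture was set against that among the 0 h libraries, which was 0.964 ± 0.000936 (SD, n = 4) in 2D and 0.921 ± 0.0183 (SD, n = 4) in 3D. It was lower by 0.0928 ± 0.0316 (SD, n = 9 libraries of the 3 treatments) in 2D and by 0.00720 ± 0.0188 (SD, n = 9) in 3D. Replicate 3 of 3D at 0 h had a mean correlation of 0.894 with its group, where the others had 0.929 to 0.933. That library weighs more in the mean among the 0 h libraries than in the means of the 48 h libraries. The drop in 3D may therefore be understated, and it was not computed without that library. In an exact 2-sided permutation test over 48620 splits, p was 4.11e-05, the smallest that 9 libraries against 9 allow; the 9 libraries of a culture share its 4 libraries at 0 h, whose spread this p leaves out. The drop also holds spread between libraries: at 48 h the libraries of a group correlated with each other at 0.919, 0.879 and 0.890 in 2D media, cisplatin and cadmium chloride, and with the 0 h libraries at 0.881, 0.868 and 0.865, and in 3D at 0.953, 0.918 and 0.916, and at 0.923, 0.914 and 0.906. Without 1 library, the media total ranged from 286 (without replicate 1 of 3D media at 48 h) to 817, and it was 341 without replicate 4 of 2D media at 0 h, 336 or 318 without replicate 1 or 2 of 2D media at 48 h, 346 without replicate 3 of 3D media at 0 h and 318 without replicate 3 of 3D media at 48 h. The cisplatin total was 258, 782 or 1244 without replicate 1, 2 or 3 of 2D cisplatin and 253 or 248 without replicate 1 or 3 of 3D cisplatin at 48 h, and the cadmium chloride total was 799 without replicate 1 of 2D cadmium chloride at 48 h. From the smaller number of changed genes in 3D (Fig 4B), the paper proposes that the 3D cultures stayed nearer to their state at 0 h.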

Further, when compared to available nephrotoxicology data, the 3D model demonstrated the highest degree of similarity to data from human renal tissue, with the lowest similarity being the 2D model compared to TG-GATES (comprised of rat *in vivo* data) (Fig 4C) [34].

**Fig 4:**
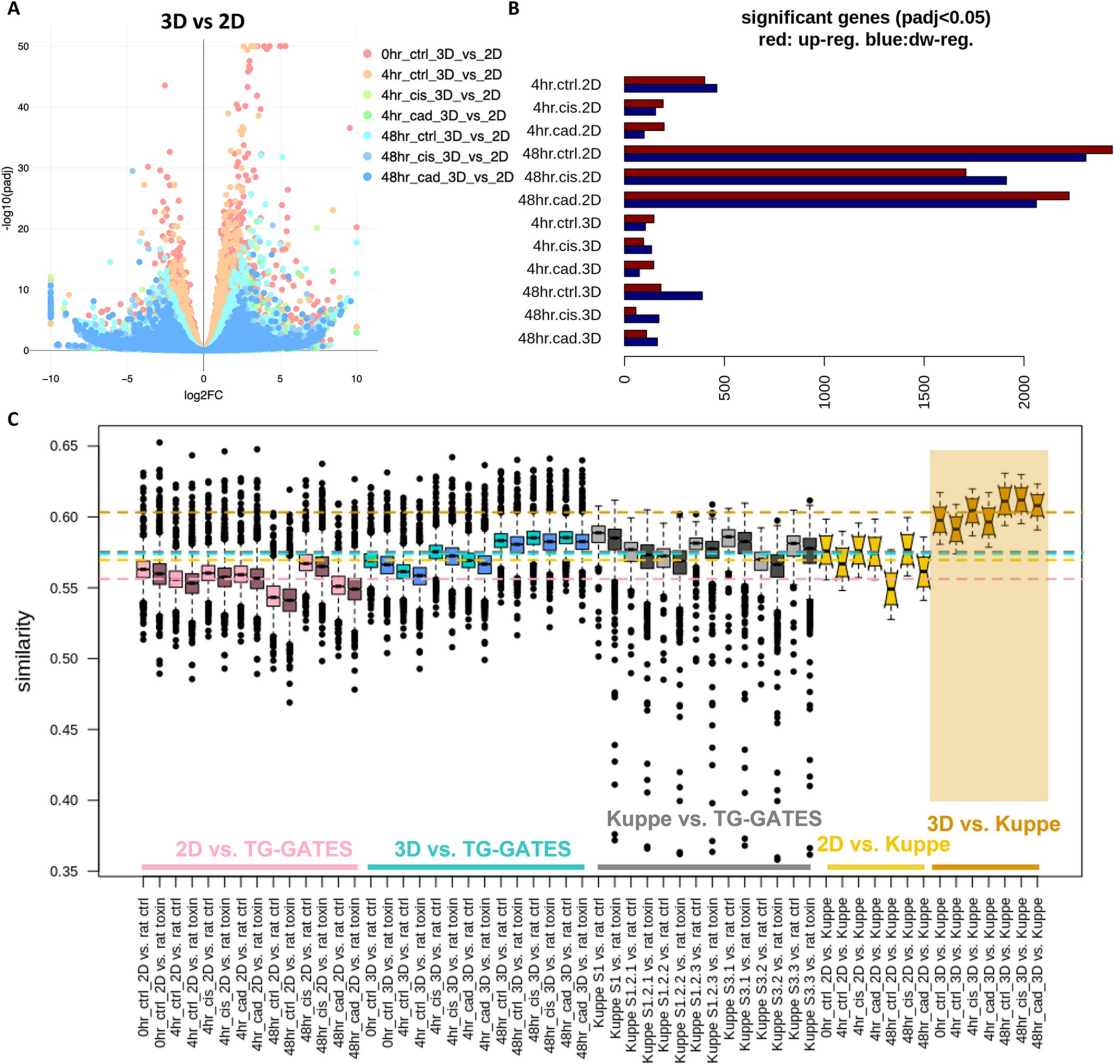
3D tubuloids demonstrate higher similarity to human kidney tissue than 2D monolayer via RNASeq. (A) Visualization of the RNASeq dataset separated by 3D vs 2D for all samples: Gene changes in 3D model against 2D model are shown; |log2FC| higher than 10 is set to 10 and -log10(padj) higher than 50 is set to 50. (B) Number of differentially expressed genes (padj < 0.05) against the base line (0hr) are shown; red bar: Up-regulated genes, blue bar: Down-regulated genes. (C) Comparison of the expression profiles: Expression profiles of 2D and 3D models, proximal tubules subtypes from human kidney scRNAseq (Kuppe et al.; subtypes: S1, S1.2.1, S1.2.2, S1.2.3, S3.1, S3.2, S3.3), and rats from the TG-GATES data set are compared. Compound treated and un-treated profiles are separated in the comparison and similarity score is the Spearman correlation of expression levels. Box plots are showing distribution of comparison of one profile from one data set against one profile from the other data set; notches indicate 95% confidence interval; the average of each dataset is represented by a dashed, colored line. Rat genes are converted to human genes and common genes in two sets are compared in the analysis. The highest similarity of any dataset was the 3D RNASeq to Kuppe. This indicates that the 3D dataset may be more closely relevant to human kidney tissue than 2D.

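Before any treatment, genes induced by low oxygen were higher in 3D tubuloids than in the 2D monolayer, and cell cycle genes were lower. NDRG1, a gene induced by hypoxia, stood at 21572 ± 3731 normalized counts (SD, n = 4) in 3D and at 689 ± 75.8 (SD, n = 4) in 2D at 0 h, a log2 fold change of 4.96 (standard error 0.26, adjusted p = 8.45e-17 from limma). BNIP3, which acts in mitophagy under hypoxia, was higher at 3.44 (standard error 0.21), and PGK1, a glycolytic enzyme, at 3.13 (standard error 0.25). FN1, the matrix protein fibronectin, was lower in 3D at -3.64 (standard error 0.44).
Of 29 hypoxia genes, 22 were higher in 3D at 0 h and 0 lower (24 when adjusted over the list alone). Of 42 cell cycle genes, 31 were lower and 0 higher (40 when adjusted over the list alone). Of 77 cytosolic ribosomal protein genes, 58 were higher and 0 lower (66 when adjusted over the list alone), and the share of reads on the 18S gene copies, which are not in that list, was also higher in 3D. Among 19 genes that the paper names or stains, 6 were higher and 1 lower at 0 h (7 and 1 when adjusted over the list alone). They included VIM, vimentin, at 1.53 (standard error 0.26), SPP1, osteopontin, at 1.70 (standard error 0.30), and KRT19, a keratin, at 1.57 (standard error 0.20), while ANPEP, a brush border peptidase, was lower at -1.53 (standard error 0.45), a call that ended without replicate 1 of 2D or replicate 3 of 3D media at 0 h (adjusted p = 0.0660 and 0.0881). At 48 h in media, 10 of the 19 were higher in 3D and 1 lower (11 and 1 when adjusted over the list alone). VIM was then at 2.64 (standard error 0.30) and ATP1B1, the beta subunit of the Na+/K+-ATPase, at 2.47 (standard error 0.43). PDZK1 was higher in 3D at 48 h, at 2.78 (standard error 0.39). Of 30 genes of fatty acid oxidation, 7 were higher at 48 h and 0 lower (10 when adjusted over the list alone). Of the 13 mitochondrial transcripts, 11 were higher and 0 lower (13 when adjusted over the list alone). In the p53 list, 2 were higher and 14 lower in 3D at 48 h (2 and 18 when adjusted over the list alone), for example BBC3 at -2.63 (standard error 0.35).
Each of these lists, at the times given, differed from other genes by camera with an estimated correlation. Over all genes, limma called 1097 genes higher in 3D and 895 lower at 0 h, and at 48 h 1120 higher and 949 lower in media, 1289 higher and 527 lower in cisplatin, and 1483 higher and 1519 lower in cadmium chloride. Fitting only the compared libraries gave 3044 calls at 0 h and 1372, 0 and 147 at 48 h in media, cisplatin and cadmium chloride, with 1762, 1042, 0 and 142 of the same genes among them. The 0 h total was 1273 without replicate 3 of 3D media at 0 h. At 48 h the media total was 1081 without replicate 1 in 2D and 1310 without replicate 3 in 3D, the cisplatin total was 725 without replicate 1 in 2D and 984 or 1187 without replicate 2 or 3 in 3D, and the cadmium chloride total was 1914 without replicate 1 in 2D and 1828 without replicate 3 in 3D.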

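After 4 h of cadmium chloride, genes of the metal, oxidative stress and heat shock responses were higher than at 0 h in both cultures. HMOX1 rose in 2D from 78.4 ± 25.3 normalized counts (SD, n = 4) at 0 h to 8605 ± 4855 (SD, n = 3) after 4 h of cadmium chloride, a log2 fold change of 6.66 (standard error 0.51, adjusted p = 1.21e-11 from limma). In 3D its log2 fold change was 5.96 (standard error 0.51). MT1X, a metallothionein, rose by 4.24 (standard error 0.33) in 2D and 4.34 (standard error 0.33) in 3D on the log2 scale. It is a paralog of the other MT1 genes and may share reads with them.
Of the 12 metal response genes, 7 were higher in 2D and 8 in 3D, and 0 were lower in either (9 and 9 when adjusted over the list alone). Of 30 target genes of NRF2, the regulator of the oxidative stress response, 8 were higher and 0 lower in each culture (11 in 2D and 10 in 3D when adjusted over the list alone). GCLC, an enzyme of glutathione synthesis, was higher at 2.18 (standard error 0.26) in 2D and 2.03 (standard error 0.26) in 3D. Of 24 heat shock response genes, 3 were higher in 2D and 11 in 3D, and 0 were lower (9 and 19 when adjusted over the list alone). DNAJB1, a co-chaperone, was at 3.24 (standard error 0.39) in 2D and 3.41 (standard error 0.39) in 3D. Each of these lists differed from other genes in both cultures by camera with an estimated correlation. In 3D media at 4 h, 6 of the 29 hypoxia genes were lower than at 0 h and 0 higher (13 lower when adjusted over the list alone), among them EGLN3, an oxygen-sensing hydroxylase, at -1.91 (standard error 0.37), a call that ended without replicate 1 of 3D media at 4 h. ASNS was higher in 3D media at 4 h, at 2.32 (standard error 0.35). The 5 genes called in 2D cisplatin at 4 h were CDKN1A, HMOX1, PDGFA and ICOSLG, which were higher, and CREB5, which was lower. PDGFA, ICOSLG and CREB5 were picked out after their values were seen, and fitting only the compared libraries called 4 other genes and 0 of these 5.
At 4 h against 0 h, limma called 0 genes in 2D media, where 457 had an unadjusted p under 0.05, DESeq2 called 2 and edgeR's quasi-likelihood test 0. Other settings for 2D media, chosen after the data were seen, called 154 genes (array weights) and 861 (DESeq2 on the 2 groups alone, where the highest other split of the 7 libraries gave 222). limma called 4 higher and 1 lower in 2D cisplatin and 38 higher and 1 lower in 2D cadmium chloride. In 3D it called 60 higher and 33 lower in media, 32 higher and 23 lower in cisplatin, and 110 higher and 30 lower in cadmium chloride. Fitting only the compared libraries gave 38, 8 and 49 calls in the 3D groups in that order, with 20, 6 and 36 of the genes above among them, and DESeq2 gave 186, 129 and 240. In 2D, DESeq2 gave 50 in cisplatin and 77 in cadmium chloride. Without replicate 1, 2 or 3 at 4 h, the 3D totals were 29, 61 or 33 in media, 29, 29 or 28 in cisplatin and 92, 87 or 88 in cadmium chloride, the 3D media total was 54, 54 or 47 without replicate 2, 3 or 4 at 0 h, the 3D cisplatin total was 33 without replicate 3 at 0 h, and the 2D cadmium chloride total was 24 without replicate 3 at 4 h. The 2D cisplatin total was 3, 1, 3 or 0 without replicate 1, 2, 3 or 4 at 0 h and 8 or 0 without replicate 2 or 3 at 4 h.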

We hypothesized that compound-induced perturbation of gene expression in our 3D system would better represent changes observed for the same compound *in vivo*. In the absence of human kidney gene expression datasets pre- and post- drug treatment, we leveraged a large compendium of rat kidney gene expression data from the open TG-GATEs repository, available via the TXG-MAPr web application (https://txg-mapr.eu/WGCNA_kidney/TGGATEs_KIDNEY, accessed 7/14/2021) [35]. This database contains kidney gene expression results for 41 drugs and other toxicants, administered to rats at 3 doses for durations ranging from 3 hours to 29 days, for a total of 975 compound-dose-time treatment conditions compared to time-matched vehicle controls. Human gene expression from our culture model were mapped to rat genes using the RGD database and uploaded to the TXG-MAPr application [36].

TXG-MAPr converts log fold change for individual genes into kidney co-expression scores summarizing the treatment-induced changes in expression across 347 networks. The profiles for cadmium and cisplatin after 48 hours in culture were compared to 975 rat kidney profiles. 

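Against media at the same time, metallothioneins, small proteins that bind metal ions, rose in 48 h of cadmium chloride in both cultures. MT1X stood at 5691 ± 2355 normalized counts (SD, n = 3) after 48 h of cadmium chloride in 2D and at 146 ± 51.2 (SD, n = 3) in media, a log2 fold change of 5.22 (standard error 0.35, adjusted p = 2.59e-13 from limma). In 3D it stood at 4816 ± 1472 (SD, n = 3) and at 682 ± 52.6 (SD, n = 3), a log2 fold change of 2.77 (standard error 0.35, adjusted p = 4.73e-06 from limma). The difference between these changes, -2.46 (standard error 0.49, adjusted p = 0.0613 from limma's interaction test), did not pass. MT1G, another metallothionein, rose by 7.07 (standard error 0.92) in 2D and 5.84 (standard error 0.92) in 3D on the log2 scale.
Of the 12 metal response genes, 6 were higher and 0 lower in each culture (9 in 2D and 8 in 3D when adjusted over the list alone). The list's median log2 fold change was 3.11 in 2D and 2.11 in 3D, and its call held by camera with an estimated correlation in both. GADD45G, a gene induced by growth arrest and DNA damage, was higher at 5.48 (standard error 1.13) in 2D and 6.63 (standard error 1.13) in 3D. Of 24 heat shock genes, 1 was higher in 3D and 0 lower (4 when adjusted over the list alone), CRYAB, a small heat shock protein, at 3.54 (standard error 0.70). In 2D, CRYAB was at 2.09 (standard error 0.70, adjusted p = 0.308 from limma). The heat shock list's camera call in 3D was lost with an estimated correlation (adjusted p = 0.0853 with an estimated correlation), and in 2D it held (adjusted p = 0.0161 with an estimated correlation) with 3 genes higher and 0 lower when adjusted over the list alone. HSPA6, an inducible chaperone, was higher in 3D at 6.51 (standard error 1.09). ACTA2, smooth muscle actin, was lower in 2D at -1.45 (standard error 0.32). Calls that ended without 1 library were those of GADD45G in 2D (replicate 2 or 3 of media or replicate 1 of cadmium chloride, adjusted p = 0.126, 0.0577 and 0.185), ACTA2 (replicate 1 or 2 of media or replicate 1 of cadmium chloride, adjusted p = 0.225, 0.185 and 0.465) and CRYAB in 3D (replicate 1 of media or replicate 3 of cadmium chloride, adjusted p = 0.0732 and 0.0814).
In 2D, limma called 43 genes higher and 7 lower in cadmium chloride at 48 h than in media, and 103 higher and 195 lower in cisplatin. For the cadmium chloride total of 50, 3 of the 10 splits of these 6 libraries gave as many, up to 206. In 3D it called 36 higher and 0 lower in cadmium chloride, and 4 higher and 8 lower in cisplatin. The authors' deposited results mark 54 higher and 13 lower in 3D cadmium chloride and 22 and 27 in 3D cisplatin. Of these, 15 and 11 were called here. In 2D they mark 78 and 36 in cadmium chloride and 173 and 140 in cisplatin, of which 28 and 196 were called here. The limma total of 50 in 2D cadmium chloride was 24 or 89 without replicate 2 or 3 of media and 21, 185 or 106 without replicate 1, 2 or 3 of cadmium chloride, and the 3D total of 36 was 83 or 154 without replicate 1 or 2 of cadmium chloride. When only the compared libraries were fitted, 0 genes passed in 2D cadmium chloride and 7 in 3D, where the call of CRYAB also ended, and the paper's comparison with rat profiles is not analysed here.

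**Figure D2:**
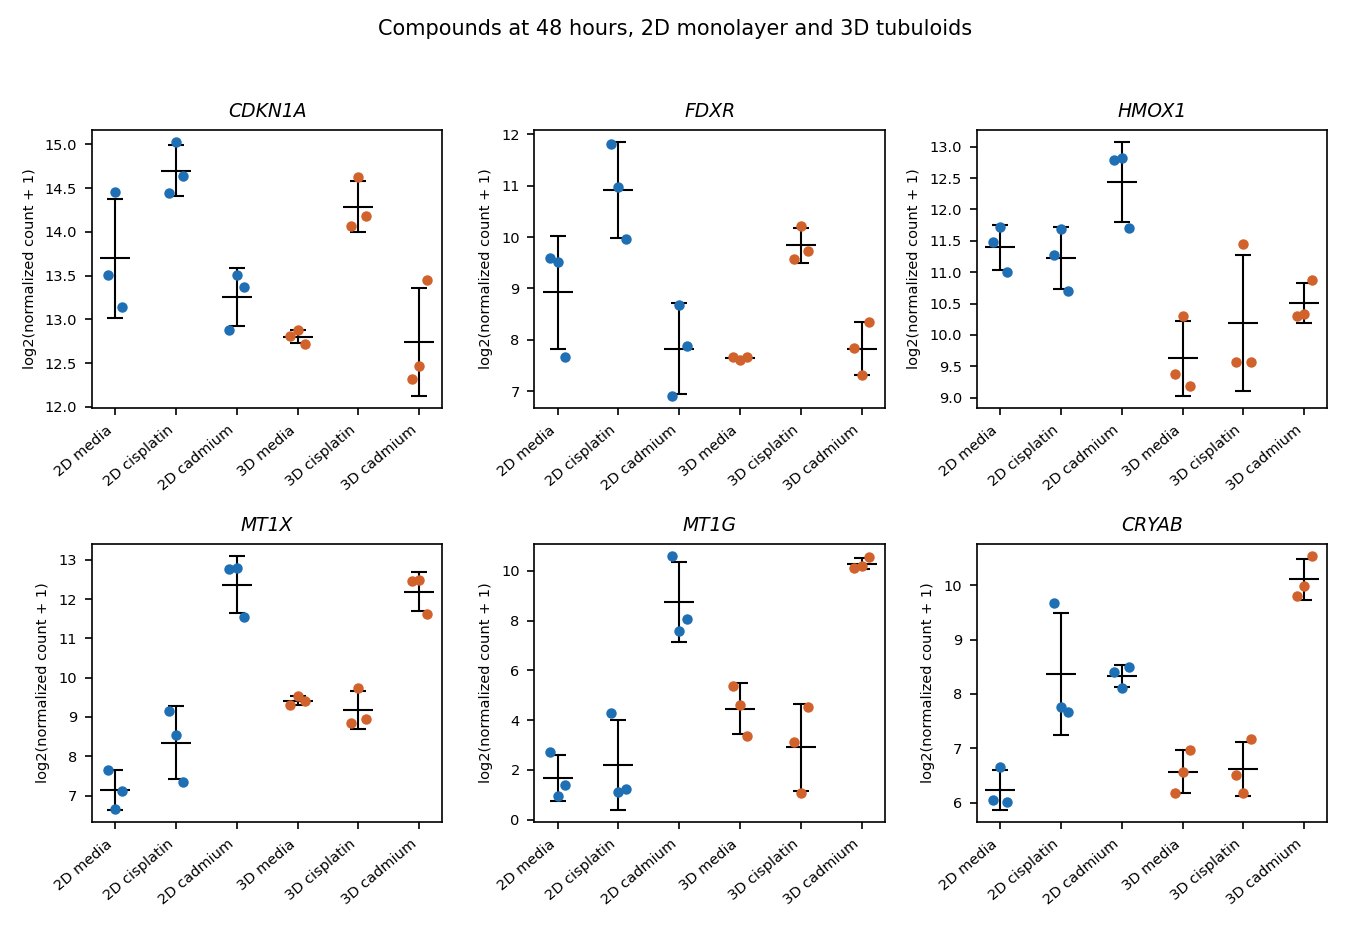
Log2 of the normalized count plus 1 (vertical axis) of CDKN1A, FDXR, HMOX1, MT1X, MT1G and CRYAB after 48 h in media, cisplatin or cadmium chloride (horizontal axis), for 2D and 3D cultures. Each point is 1 of 3 libraries and the bars give the mean and its SD; MT1X lies higher in cadmium chloride than in media in both cultures, at means of 5691 against 146 normalized counts in 2D and 4816 against 682 in 3D.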

The 10 most similar profiles for cisplatin-3D included cisplatin at various times / doses (7 hits), carboplatin (1 hit) and puromycin aminonucleoside (1 hit) (Table 4). All these treatments cause renal tubule degeneration and/or necrosis when administered to rats according histopathology findings from TG-GATES. 

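In 3D at 48 h against media, the 36 p53 targets had a median log2 fold change of 0.93 in 3D cisplatin and -0.18 in 3D cadmium chloride, where 0 were called higher or lower by limma and camera's adjusted p was 0.133. The 12 metal response genes had a median of 2.11 in 3D cadmium chloride and -0.34 in 3D cisplatin, where 0 were called and camera's adjusted p was 0.0535. CDKN1A, a p53 target, stood at 20321 ± 4342 normalized counts (SD, n = 3) in 3D cisplatin and at 7318 ± 3376 (SD, n = 3) in 3D cadmium chloride. MT1G stood at 10.4 ± 10.9 (SD, n = 3) and at 1262 ± 208 (SD, n = 3) in the same groups.
Across the 17458 genes, the Spearman correlation between the log2 fold changes of 3D cisplatin and 3D cadmium chloride was 0.409. Both share the same 3 media libraries. In 100 simulations of unchanged groups, which redrew the media libraries too and drew each gene independently, it was 0.461 on average. Pearson's r was 0.432, and 0.505 in the simulations. The covariance was 0.364, against 0.293 ± 0.00713 (SD over the simulations, highest 0.312), a difference of 0.0706. The simulations leave out spread between libraries that genes share, so they cannot tell whether unchanged groups would give such a difference. In 2D the Spearman correlation was 0.274, against 0.403 in the simulations, and the covariance was 0.348 against 0.331 (highest 0.356). Genes are not independent replicates, so no p-value is given for these correlations. These correlations run over single genes, where the paper compares co-expression scores of gene networks, so they are not a check of its similarity values. Against the 0 h libraries instead of media the 3D correlation was 0.504, and with the 4 control libraries at 0 h split so that each compound had its own pair, it was 0.157 on average over 6 splits (range 0.0761 to 0.243). In 2D these values were 0.564 and 0.462 (range 0.442 to 0.475), above those in 3D, where against media the 2D correlation was the lower one. Against 0 h both profiles also hold the change over 48 h, for which media alone gave 2836 calls in 2D and 132 in 3D. The values against 0 h therefore do not compare the responses to the compounds alone. The 3D correlation was 0.523 without replicate 3 of media and 0.328 without replicate 3 of cisplatin, and the 2D correlation was 0.441 without replicate 3 of media.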

The second most similar hit was cadmium under 3D conditions, underscoring the utility of gene expression similarity for grouping treatments causing similar toxicities. In contrast, cisplatin-2D retrieved a diverse set of rat kidney profiles with lower similarities, including 17-methyltestosterone, cyclophosphamide, hexachlorobenzene among others; none of these treatments caused tubule degeneration *in vivo* at the administered dosages. 

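In the 2D monolayer after 48 h, p53 targets were higher in cisplatin than in media, and FHIT, PARD3B and SDK1 were lower. TP53I3, an oxidoreductase induced by p53, stood at 1955 ± 1498 normalized counts (SD, n = 3) in cisplatin and at 304 ± 232 (SD, n = 3) in media, a log2 fold change of 2.71 (standard error 0.52, adjusted p = 0.00503 from limma). FDXR, ferredoxin reductase, was higher at 1.99 (standard error 0.46). FHIT, which spans 1502150 bases on chromosome 3 of GRCh38 from 59749310 to 61251459, was listed at 0 in every 2D cisplatin library and stood at 118 ± 52.1 (SD, n = 3) in media. PARD3B, a cell polarity gene, was lower at -5.30 (standard error 0.67), and SDK1, a cell adhesion gene, at -4.57 (standard error 0.65). FDXR did not pass without replicate 3 of media or replicate 1 of cisplatin (adjusted p = 0.114 and 0.197), nor TP53I3 without replicate 1 of cisplatin (adjusted p = 0.0880).
Of the 36 p53 targets, 3 were higher and 0 lower (9 when adjusted over the list alone), and the list differed from other genes by camera (adjusted p = 0.00421 with an estimated correlation). Of 42 cell cycle genes, 0 were higher and 3 lower (2 and 7 when adjusted over the list alone), among them PLK1, a mitotic kinase, at -3.81 (standard error 0.81). That list's camera call was lost with an estimated correlation (adjusted p = 0.312 with an estimated correlation). Of 25 genes of cholesterol synthesis, 3 were higher and 0 lower (5 when adjusted over the list alone), such as MSMO1, a sterol oxidase, at 1.05 (standard error 0.25). AQP1, a water channel of the proximal tubule, was lower at -5.32 (standard error 1.21), and ABCB1, a drug efflux pump, at -3.36 (standard error 0.78). Without replicate 1 of cisplatin none of PLK1, MSMO1, AQP1 and ABCB1 passed (adjusted p from 0.1 for MSMO1 to 0.163 for PLK1), nor did they without replicate 1 of media (adjusted p = 0.131, 0.152, 0.107 and 0.0773), and MSMO1, AQP1 and ABCB1 did not without replicate 2 of media (adjusted p = 0.114, 0.0621 and 0.0536). Of the protein-coding genes that span over 300000 bases, a group that is not among the lists set beforehand and was not tested as a list, 46 of 574 were lower and 1 higher, with a median log2 fold change of -0.77, where the median over all genes was -0.19.
For the difference between the responses to cisplatin in 3D and 2D, limma's interaction test called 2 genes, both with a positive difference. As many came from 28 of 100 splits of the libraries (highest 130), but such splits can keep the response of a single culture and do not measure chance alone. Chance is not excluded, and 0 passed when only the compared libraries were fitted. The genes were TSR1, a ribosome assembly factor, at 2.00 (standard error 0.37, adjusted p = 0.0303), and SCFD2, which was picked out after its value was seen. TSR1 did not pass without replicate 1 or 2 of 2D media (adjusted p = 0.163 and 0.102), replicate 1 of 2D cisplatin (0.182), replicate 1 or 2 of 3D media (0.195 and 0.122) or replicate 2 or 3 of 3D cisplatin (0.209 and 0.0516). Without 1 library, this total of 2 was 1, 1 or 6 (replicate 1, 2 or 3 of 2D media), 1, 4 or 136 (replicate 1, 2 or 3 of 2D cisplatin), 1 or 0 (replicate 1 or 2 of 3D media) and 1 (replicate 2 or 3 of 3D cisplatin). The log2 fold changes of cisplatin in 2D and in 3D had a Spearman correlation of 0.00475 across genes (0.0677 without replicate 2 of 2D media, 0.119 or -0.0490 without replicate 2 or 3 of 3D cisplatin). Their covariance was 0.0394, against 0.0000318 ± 0.00685 (SD over 100 simulations of unchanged groups, highest 0.0141). These simulations drew each gene independently, so their spread leaves out what genes share and cannot decide whether 0.0394 is beyond it. Of the genes called, 1 was higher and 6 were lower in both cultures, where independent lists of these sizes share 0.0236 and 0.0894. The total of 298 calls against media moved with single libraries, to 35, 1092 or 1400 without replicate 1, 2 or 3 of 2D cisplatin and 50 or 142 without replicate 1 or 2 of media. When only the compared libraries were fitted, 0 of the 298 calls passed, and edgeR's quasi-likelihood test called 47 genes and DESeq2 280.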

The most similar rat kidney profiles vs. cadmium-3D included various compounds. These treatments did not cause tubule degeneration/necrosis; however, tubule regeneration was observed for hexachlorobenzene and lomustine, and several compounds caused mild tubule dilatation. Overall, our results show that cisplatin-induced gene expression perturbations in our novel 3D in vitro platform resemble and can predict those observed *in vivo* for rat kidney.

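In 3D tubuloids after 48 h, p53 targets were higher in cisplatin than in media, and FHIT, SLC39A11, CDH4 and CPQ were lower. CDKN1A rose from 7151 ± 385 normalized counts (SD, n = 3) in media to the level in cisplatin given above, a log2 fold change of 1.49 (standard error 0.28, adjusted p = 0.0127 from limma). FDXR, which passes electrons to mitochondrial P450 enzymes, rose from 199 ± 4.32 (SD, n = 3) to 932 ± 227 (SD, n = 3), a log2 fold change of 2.19 (standard error 0.46, adjusted p = 0.0429 from limma). FHIT fell from 194 ± 25.3 (SD, n = 3) to 5.02 ± 3.19 (SD, n = 3), a log2 fold change of -5.20 (standard error 0.51, adjusted p = 3.77e-08 from limma). FDXR did not pass without any 1 of the 6 libraries (adjusted p from 0.0958 to 0.383), nor CDKN1A without replicate 1, 2 or 3 of media (adjusted p = 0.0605, 0.0657 and 0.0939) or replicate 2 or 3 of cisplatin (adjusted p = 0.239 and 0.0579).
Of the 36 p53 targets, 2 were higher and 0 lower (15 when adjusted over the list alone), and the list differed from other genes by camera (adjusted p = 2.47e-05 with an estimated correlation). MDM2, the ubiquitin ligase that p53 induces, was at 1.13 (standard error 0.26, adjusted p = 0.0986 from limma). Of the 37 genes of the integrated stress and unfolded protein response, 0 passed on their own in either direction, and the list's median log2 fold change was -0.59 (camera, adjusted p = 0.017 with an estimated correlation). DDIT3 was at -1.10 (standard error 0.39, adjusted p = 0.803 from limma). The other genes called lower included SLC39A11, a metal transporter, at -2.86 (standard error 0.46), CDH4, a cadherin, at -2.60 (standard error 0.45), and CPQ, a peptidase, at -1.91 (standard error 0.40). SLC39A11 spans 446764 bases, CDH4 688192 and CPQ 504428. Of the 574 protein-coding genes that span over 300000 bases, 8 were lower and 0 higher in 3D cisplatin, and their median was -0.39, again without a test of the group. TRIM55, a muscle ring finger protein, was higher at 1.96 (standard error 0.39). CPQ did not pass without any 1 of the 6 libraries (adjusted p from 0.0620 to 0.383), CDH4 without replicate 2 of media (adjusted p = 0.0557), nor TRIM55 without replicate 1 or 2 of media (adjusted p = 0.0603 and 0.429) or replicate 1, 2 or 3 of cisplatin (adjusted p = 0.176, 0.0909 and 0.0660). HAVCR1, the gene of the injury marker KIM-1, was at 6.84 ± 9.17 normalized counts (SD, n = 3) in 3D cisplatin and at 0.946 ± 1.64 (SD, n = 3) in 3D media, too few reads to compare.
The total of 12 genes was 5 without replicate 2 of media and 7 without replicate 2 or 3 of cisplatin, DESeq2 called 37 genes, and when only the compared libraries were fitted 0 passed. The rat kidney profiles are not analysed here.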

**Table 4:** Most similar rat kidney profiles to 2D and 3D RPTEC-TERT1 (monolayer vs. tubuloid) obtained from TXG-MAPr application.

query, 48 hr gene expression	TG kidney profile*	Pearson similarity	rank
cisplatin-3D	D:cisplatin-1d-3mg/kg	0.50	1
cisplatin-3D	cadmium-2d-3D_kidney_culture	0.48	2
cisplatin-3D	D:cisplatin-0.375d-3mg/kg	0.48	3
cisplatin-3D	D:cisplatin-0.25d-1mg/kg	0.38	4
cisplatin-3D	D:cisplatin-0.375d-1mg/kg	0.38	5
cisplatin-3D	D:cisplatin-4d-1mg/kg	0.37	6
cisplatin-3D	D:cisplatin-0.25d-3mg/kg	0.37	7
cisplatin-3D	D:puromycin aminonucleoside-0.25d-120mg/kg	0.36	8
cisplatin-3D	D:carboplatin-0.375d-100mg/kg	0.35	9
cisplatin-3D	D:cisplatin-0.125d-3mg/kg	0.34	10
cisplatin-2D	cisplatin-0.08d-3D_kidney_culture	1.00	1
cisplatin-2D	N:17-methyltestosterone-15d-100mg/kg	0.39	2
cisplatin-2D	N:cyclophosphamide-0.25d-2mg/kg	0.28	3
cisplatin-2D	cadmium-2d-2D_kidney_culture	0.25	4
cisplatin-2D	R:hexachlorobenzene-0.375d-1000mg/kg	0.25	5
cisplatin-2D	N:doxorubicin-4d-0.1mg/kg	0.24	6
cisplatin-2D	N:acetaminophen-0.25d-1000mg/kg	0.21	7
cisplatin-2D	R:allyl alcohol-0.25d-10mg/kg	0.19	8
cisplatin-2D	N:valproic acid-15d-450mg/kg	0.19	9
cisplatin-2D	N:imipramine-4d-30mg/kg	0.18	10
cadmium-3D	cisplatin-2d-3D_kidney_culture	0.48	1
cadmium-3D	N:17-methyltestosterone-15d-100mg/kg	0.42	2
cadmium-3D	N:bucetin-0.125d-2000mg/kg	0.41	3
cadmium-3D	N:monocrotaline-1d-30mg/kg	0.41	4
cadmium-3D	N:bromobenzene-0.125d-300mg/kg	0.41	5
cadmium-3D	N:ciprofloxacin-0.125d-300mg/kg	0.41	6
cadmium-3D	N:bucetin-0.125d-1000mg/kg	0.40	7
cadmium-3D	R:hexachlorobenzene-4d-100mg/kg	0.40	8
cadmium-3D	N:bromobenzene-0.375d-30mg/kg	0.39	9
cadmium-3D	R:lomustine-0.125d-6mg/kg	0.39	10
cadmium-2D	cisplatin-2d-2D_kidney_culture	0.40	1
cadmium-2D	cisplatin-0.08d-2D_kidney_culture	0.40	2
cadmium-2D	R:cyclophosphamide-0.125d-15mg/kg	0.31	3
cadmium-2D	N:bromoethylamine-0.25d-20mg/kg	0.27	4
cadmium-2D	D:cisplatin-0.125d-3mg/kg	0.27	5
cadmium-2D	N:acetaminophen-0.25d-1000mg/kg	0.26	6
cadmium-2D	cisplatin-0.08d-3D_kidney_culture	0.25	7
cadmium-2D	N:cyclophosphamide-0.25d-2mg/kg	0.25	8
cadmium-2D	N:17-methyltestosterone-15d-100mg/kg	0.25	9
cadmium-2D	D:thioacetamide-4d-45mg/kg	0.25	10

The gene expression profiles most similar to the query profiles appear in column 1; profiles containing “kidney_culture” are those we uploaded to the application; other profiles are rat kidney treatments from TG-GATES. The notation for TG-GATEs profiles is: Phenotype:Compound-duration of dosing in days-dose in mg/kg. Phenotypes were obtained by reviewing histology findings for repeat dose studies of 4–29 day duration where D denotes that the treatment causes tubule degeneration/necrosis; R denotes treatments that cause regeneration only, and N denotes treatments without these effects (but possibly other lesions); (from https://toxico.nibiohn.go.jp/open-tggates/english/pathology_search/screen7/pathology?finding_id=FI-K0400&organ_id=ORGA0020; accessed 7/14/2021).

### Image analysis of nephrotoxicity

Following incubation with nephrotoxins (cadmium chloride or cisplatin), there was a marked decrease in signal intensity in relative intensity units (RIU) of the transporter Na+/K+-ATPase. The tubuloid’s Na+/K+-ATPase signal intensity with respect to concentration was quantified (Fig 5). Further, the highest doses of compound may impact tubuloid morphology.

**Fig 5:**
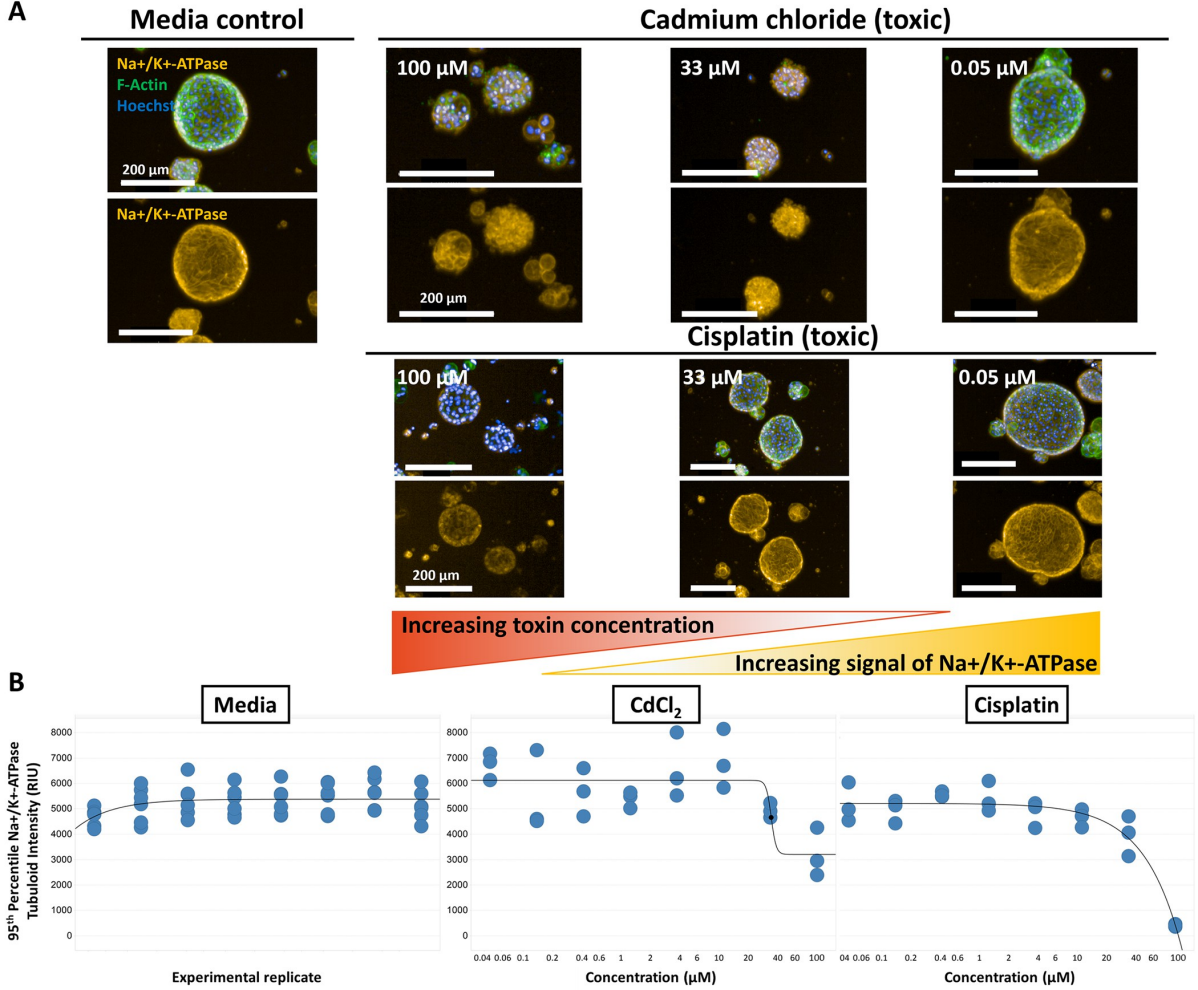
Nephrotoxicity image analysis of 3D tubuloids as a potential phenotypic screening tool. (A) Na+/K+-ATPase signal intensity in relative intensity units (RIU) diminishes with increasing dose of known nephrotoxins at 24-hour post-dose compared to media (non-toxic) control, scale bars are 200 μm. (B) Image quantification of the 95th percentile Na+/K+-ATPase Tubuloid intensity with respect to concentration at 24 hours post-dose.

## Discussion

### 2D vs 3D cell-based assays for drug discovery

Drug discovery faces immense challenges due to unforeseen toxicity that cannot be underemphasized [3]. A key factor is the lack of predictive, *in vitro*, human cell-based assay. Given the growing understanding that renal assays in monolayer available to date lack relevance, shifting efforts to 3D systems is our strategy and has been gaining significant interest in the research community. However, in order to be relevant in drug discovery environment, these systems need to be not only clearly physiologically relevant and translatable to human physiology (i.e., 3D versus 2D, human versus mouse, etc.), they also need to be feasible for high-throughput assessments. While it is also generally agreed that cell-based assays do introduce more complexity to screening, nevertheless they will likely be required to acquire most predictive test systems [37].

The novel 3D tubuloid model we are introducing here demonstrated multiple advantages over 2D monolayer culture. The most key aspect of the 3D tubuloids, displayed in results, describe the greater similarity of 3D tubuloids to available benchmarks including human tissue and a *in vivo* rat database. This similarity can be attributed to the morphological route of how a potential drug would affect relevant cells. Since the tubuloid self-organizes into a complex structure with a hollow lumen, is clearly polarized with primary cilia facing the apical lumen, and integrin-beta 1 (among several other markers including Na+/K+-ATPase) presenting basolaterally, it can be assumed that compounds would be transported across the cell membrane (from basal to apical side) and into the lumen—a key feature of proximal tubules. The 2D monolayers will lack this aspect, with the compound directly interfacing with the apical side of the cell, without anticipated transport. This crucial difference likely results in the mismatch in sensitivity to compounds—we may be underestimating the nephrotoxic potential when we only screen in 2D. The lack of transporters in 2D systems has been described as a disadvantage of the system [21].

The 3D tubuloids also demonstrated more sensitivity than 2D with respect to secreted injury proteins—again, a key advantage to the 3D system. Further a reliable protein-based assays, with possible biomarker candidates justified in Table 5, could serve as a secondary assay in addition to image-based screening, which might be more feasible for high-throughput screens in drug discovery settings.

**Table 5:** Injury biomarker selection and rationale.

Biomarker	Location expressed	Justification
Kidney injury molecule 1 (KIM-1/Havcr1)	Proximal tubule	Upregulated following tubular injury [38]
Osteopontin (OPN)	Proximal tubule Distal tubule	Upregulated in both acute and chronic tubular injury [38]
Alpha-2-macroglobulin (A2M)	Plasma	Increased A2M levels seem to be correlated with nephrotic syndrome [39]
Interleukin-18 (IL-18)	Urine	Synthesized by proximal tubules, linked to predicting acute kidney injury *in vivo* [40,41]
Chemokine (C-X-C motif) ligand 1 (CXCL1)	Mature immune cells (neutrophils)	Inflammatory chemokines may be upregulated during kidney injury [42]

### Network analysis/RNASeq

Of note, cadmium chloride was not present in the rat kidney database (used for the comparisons in Table 3 via TG-GATES), therefore there was not an opportunity for cadmium toxicities to be matched with our *in vitro* data as cisplatin was. However, cadmium is a known nephrotoxin, and has been linked to tubule degeneration following long (>1 month) dosing regimens [43]. However, in general, the RNASeq/TG-GATES comparisons demonstrated higher incidences of matches to the 3D tubuloids (cisplatin, 48 hours) to *in vivo* rat kidney data that also were cisplatin-treated. The 2D samples (cisplatin, 48 hours) matched once with a cisplatin study, but the rest of the results were varied. In general, the 3D results associated often with “D” denotations, meaning that the treatment caused tubule degeneration/necrosis, whereas 2D results were most often associated with “N” denotation (no degeneration/necrosis or regeneration, but possibly other lesions).

Treatments of ≤1 day duration from TG-GATEs were often performed at higher doses than those for ≥ 4 day duration. For example, cisplatin 3mg/kg was not studied ≥4 days, and we infer the occurrence of tubule degeneration at 3 mg/kg based on results at the lower doses of 0.3 and 1 mg/kg, both of which resulted in tubule injury at multiple time points ranging from 4–29 days. Since the time-scale of the RNASeq experiment was relatively short (48 hours was the maximum duration of nephrotoxin incubation), it could be thought of as a study of “acute” injury—aligning with the incidences of matches with cisplatin injury in 3D, which is thought to cause acute injury, whereas cadmium injury may be more reflective of chronic injury [43–45].

### Nephrotoxicity screen

High-content imaging has gained significant interest in recent years in the field of drug discovery for phenotypic screening, converging upon an increased effort in human, primary, and/or 3D systems or co-cultures [46]. Na+/K+-ATPase has been linked to renal tubular injury, and its impairment contributes to a disruption of key renal functional pathways [47,48]. Previous study has identified changes on immunofluorescence of Na+/K+-ATPase in rat proximal tubule cells upon exposure to cadmium [49].

We hypothesized that upon induced injury with cadmium chloride or cisplatin, there could be a reduction in signal intensity observable by imaging. There was an observable difference of these compounds (cadmium chloride and cisplatin) intensity of Na+/K+-ATPase compared to the control. Two mechanisms that might be related to these differences might include a loss of cell polarity, or endocytosis [49]. Further study is needed to determine its robustness for high throughput assays, but this could be promising imaging approach for a 3D nephrotoxicity platform.

## Conclusions

To date, there have been few studies that have been adapted to high-throughput specifically to probe renal biology, although recent work has identified sophisticated and realistic screening strategies in 2D for later (repeat-dose) study in 3D [7,27]; as well as complementary work done on establishing iPSC-derived organoids for high-throughput [16]. Our work seeks to combine optimized screening approaches (*i*.*e*., a predictive compound set to reliably identify nephrotoxins) with 3D renal biology in a feasible manner through the use of a single human cell type, RPTEC-TERT1, formed into 3D tubuloids. The tubuloids described herein displayed a stronger degree of similarity to human kidney tissue and to *in vivo* toxicity experiments than RPTEC-TERT1 monolayers. In addition, this assay can be conducted reproducibly in 384-well plates, which enables high-throughput screening of possible novel therapeutic candidates. These cells are also amenable to gene editing, providing an opportunity to adapt the tubuloids for the study of genetic kidney disease, including polycystic kidney disease (PKD), where no reliable human 3D *in vitro* models exist. In conclusion, the high-throughput system we have produced demonstrates promise as a tool to identify nephrotoxicity in early stages of drug discovery with higher predictability than the current 2D paradigm. Furthermore, the tubuloids should be adaptable for renal drug discovery, and can be combined with engineered platforms (for example, microphysiological systems), to advance our understanding of human renal biology and identify potentially novel therapeutics or targets.

## Supporting information

S1 Fig RPTEC-TERT1 monolayer at D10 immunohistochemistry on various markers. RPTEC-TERT1 display several key biomarkers for proximal tubules including KIM-1, Aquaporin-1, Aquaporin-3, OCT2, OAT1, SGLT2, Na+/K+-ATPase, Integrin beta 1, Acetylated tubulin, Vimentin, Cytokeratin, Osteopontin and HMOX1. The RPTEC-TERT1 cells are also positive for laminin, which cannot be visualized well in the 3D tubuloids due to the encapsulation within laminin-rich matrigel (100 μm scales).
(TIF)

S2 Fig RPTEC-TERT1 monolayer culture at D10 stained for primary cilia. RPTEC-TERT1 cells demonstrate positive staining for primary cilia, visualized in 3-dimensions shows individual cilium pointed upwards (100 μm scales).
(TIF)

S1 Table Materials list.

S2 Table Antibody list.

S3 Table 15 marker Luminex panel and abbreviations.

# Supplementary material for: “3D, human renal proximal tubule (RPTEC-TERT1) organoids ‘tubuloids’ for translatable evaluation of nephrotoxins in high-throughput”
**Source:** PLoS One. 2022 Nov 21;17(11):e0277937. doi: 10.1371/journal.pone.0277937
**Supplement:** S1 Table

**S1 Table. Materials list.**

| **Material** | **Vendor** | **Catalog #** |
| --- | --- | --- |
| Cell carrier plate | Perkin Elmer | 6057300 |
| Matrigel | Corning | 354230 |
| RPTEC/TERT1 cells | ATCC | CRL4031 |
| ATCC RPTEC/TERT1 Media | ATCC | 30-2006 |
| ATCC RPTEC/TERT1 Media growth kit | ATCC | 4007 |
| Accutase | Corning | 25-058-CI |
| G418 | VWR | 97064-358 |
| QIAShredder | Qiagen | 79656 |
| Cadmium chloride (CdCl2) | Rigaku Reagents | 1008153 |
| Trizol | ThermoFisher | 15596026 |
| LIVE/DEAD Viability/cytotoxicity reagent | ThermoFisher | L3224 |
| PrestoBlue viability reagent | ThemoFisher | A13261 |
| Cisplatin | Sigma | 479306 |
| Direct-zol RNA Miniprep | Zymo Research | R2050 |
| Pierce Rapid Gold BCA | ThermoFisher | A53227 |

# Supplementary material for: “3D, human renal proximal tubule (RPTEC-TERT1) organoids ‘tubuloids’ for translatable evaluation of nephrotoxins in high-throughput”
**Source:** PLoS One. 2022 Nov 21;17(11):e0277937. doi: 10.1371/journal.pone.0277937
**Supplement:** S2 Table

**S2 Table. Antibody list.**

| **Antibody/Dye** | **Type** | **Concentration** | **Product information** |
| --- | --- | --- | --- |
| Actubulin | Monoclonal | 1:500 | Millipore Sigma; Cat#MABT868 |
| Keratin | Polyclonal | 1:250 | Abcam (ab9377) |
| Phalloidin-488 | N/A | 1:1000 | Thermofisher (A12379) |
| Hoechst | N/A | 1:1000 | Thermofisher (H3570) |
| Anti-mouse-647 | Polyclonal | 1:500 | Thermofisher (A31571) |
| Anti-rabbit-555 | Polyclonal | 1:500 | Thermofisher (A32732) |
| Vimentin | Monoclonal | 1:500 | Abcam (ab8069) |
| TIM1/KIM1 | Polyclonal | 1:500 | Abcam (ab47635) |
| CD13 | Monoclonal | 1:100 | Abcam (ab7417) |
| AQP3 | Polyclonal | 1:100 | Abcam (ab125219) |
| AQP1 | Polyclonal | 1:100 | Abcam (ab15080) |
| Sodium Potassium ATPase | Monoclonal | 1:500 | Abcam (ab76020) |
| Integrin beta1 | Monoclonal | 1:250 | RnD Systems (MAB17781) |
| SGLT2 | Polyclonal | 1:100 | Abcam (ab37296) |
| HMOX1 | Monoclonal | 1:100 | Thermofisher (MA1-112) |
| OCT2 | Monoclonal | 1:100 | Abcam (ab170871) |
| OAT1 | Monoclonal | 1:100 | Thermofisher (Ma5-27677) |
| Osteopontin | Polyclonal | 1:100 | Thermofisher (22952-1-AP) |

# Supplementary material for: “3D, human renal proximal tubule (RPTEC-TERT1) organoids ‘tubuloids’ for translatable evaluation of nephrotoxins in high-throughput”
**Source:** PLoS One. 2022 Nov 21;17(11):e0277937. doi: 10.1371/journal.pone.0277937
**Supplement:** S3 Table

**S3 Table. 15 marker Luminex panel and abbreviations.**

| **15 marker panel (96 well)** | **Acronym (if applicable)** |
| --- | --- |
| Alpha 2-Macroglobulin | A2M |
| Adiponectin |  |
| Beta 2-Microglobulin | B2M |
| Calbindin D |  |
| Chemokine (C-X-C motif) ligand 1 | CXCL1 |
| Cystatin C |  |
| Lipocalin | NGAL |
| Osteopontin | OPN |
| Renin |  |
| Trefoil factor 3 | TFF3 |
| Kidney injury marker 1 | KIM-1/Havcr1 |
| Vascular endothelial growth factor | VEGF |
| Uromodulin |  |
| Interleukin 18 | IL-18 |
| Chemokine (C-C motif) ligand 2/Monocyte chemoattractant protein 1 | CCL2/MCP-1 |

How the deposited data were processed for this re-analysis (not part of the article)

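The data are bulk 3' tag RNA-seq of RPTEC-TERT1 cells, 44 libraries in 14 groups of culture (3D tubuloids or 2D monolayer), treatment and time. The deposited table gives a signal value per gene and library, the normalized count that the authors made by dividing the RSEM gene count by the DESeq2 size factor of the library, and for each compound against media of the same time a log2 fold change and an adjusted p-value that the authors computed. The authors' notes name STAR 2.7.3a, RSEM 1.3, DESeq2 1.28.0 and R 4.0. The authors' size factors were recovered from the steps between the values, and multiplied back they gave whole reads in every library, so that edgeR and DESeq2 could be run as alternatives. Reads per library ranged from 895244 to 22727970.
Genes with a normalized count of at least 10 in at least 3 libraries (17458) were tested with limma 3.58.1 (R 4.3.3) on log2 of the normalized count plus 1, in 1 fit over all 44 libraries with the trend option and Benjamini-Hochberg adjustment at 0.05. The comparisons were each group against 0 h of its culture, 3D against 2D under the same treatment and time, each compound against media of the same time, and the differences between 3D and 2D in the changes at 48 h. Fold changes and their standard errors are on the log2 scale. SDs are between libraries.
The named genes are, for each main comparison, the 10 with the largest fold change in each direction among those past the threshold with a mean of at least 10 CPM in the higher group and, except for the differences between changes, no overlap between the libraries of the groups; every gene that the paper names or stains; and up to 4 members of each list with the lowest p. This rule, the comparisons, the tests and 20 gene lists were set before the data were examined, from the paper and textbook knowledge. The lists are the paper's markers, its secreted injury panel, proximal tubule transporters, proximal tubule enzymes and regulators, the primary cilium, other nephron segments and stroma, tubular injury and repair, metal response, NRF2 targets, heat shock response, p53 targets, integrated stress and unfolded protein response, cell cycle, inflammation, hypoxia, matrix and mesenchymal genes, cholesterol synthesis, fatty acid oxidation, the mitochondrial genome and cytosolic ribosomal proteins. Each list was tested against other genes with limma's camera, at its preset correlation of 0.01 and with an estimated correlation, and with fry.
The alternatives were DESeq2 1.42.0, edgeR 4.0.16 quasi-likelihood, TMM scaling, array weights, no low-value filter, a pseudocount of 0.1, a replicate block, only the compared groups, a log2 fold change of at least 1, reads thinned to the shallowest library, and leaving out each library in turn. edgeR, TMM scaling, array weights, DESeq2 on the 2 compared groups and leaving out replicate 1 of 2D cisplatin at 48 h were chosen as alternatives after the data were seen. The plan had named edgeR's quasi-likelihood test with TMM as the main test for a table of counts. For normalized values, which the deposited table holds, it had named limma. Running edgeR on the recovered reads was decided afterwards. On simulated data with 200 of 17458 genes changed 4-fold, the test recovered 54% of them for 2D media and 46.5% for 3D media at 48 h against 0 h, 48.5% for 2D cisplatin, 43% for 3D cisplatin, 34% for 2D cadmium chloride and 50.5% for 3D cadmium chloride against media at 48 h, and 38.5% for 3D against 2D at 48 h. At 2-fold it recovered 0 to 5%. Of the calls at 4-fold in the simulated 2D cisplatin comparison, 17.8% were unchanged genes. That share was 12.3% for 3D media and 6.09% for 2D media at 48 h against 0 h. It was 5.49% for 3D cisplatin, 2.86% for 2D and 2.88% for 3D cadmium chloride, and 4.94% for 3D against 2D. Gene spans and positions are from GENCODE 29 on GRCh38, to which 26682 gene identifiers (95.6%) were matched. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Images, protein measurements and the comparison with rat profiles are not analysed here.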

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

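The test on the spread between 3D libraries was written after the result was seen, and the other tests in this part before.
The number of genes whose change over 48 h differs between 3D and 2D by an interaction test was 555 in media, 456 in cisplatin and 1234 in cadmium chloride. Of 100 splits, 4, 1 and 1 had as many, the real one included, with 1774, 38 and 1177 as the highest of the others. A split that keeps the real labels of a single culture keeps that culture's change. These counts, the 1774 in media among them, therefore do not measure chance alone. For fewer calls in 3D at 48 h, depth was tested first: with reads outside the ribosomal RNA gene copies thinned to 1 total, the ratio of 2D to 3D calls in media was 21.2 (2907 and 137 genes), against 21.5 without thinning, so lower depth in 3D is not a likely explanation. A larger spread between 3D libraries would hide changes of equal size, but the SD of log2 fold changes beyond their error was 0.486 times as large in 3D as in 2D (0.320 to 0.573 without 1 library). Among genes not called between 3D and 2D at 0 h the ratio was 30.3 (2148 and 71 of 15466 genes). A smaller response of the 3D cultures remains a candidate explanation, and culture batch was not tested.
Long genes may be lower after cisplatin, a hypothesis from these same data. The slope of log2 level on gene span (per factor of 10, over 13826 genes) was lower in cisplatin than in media at 48 h by 0.274, with a permutation p of 0.005, the smallest that 400 permutations within cultures can give. The shallow 2D library is not a likely cause, since the difference was -0.230295 in 3D alone. Over both cultures, low expression is not a likely cause either, since the difference was -0.229558 in the more abundant part of the genes. For 3D alone this stays undecided, since the slopes of the more abundant genes overlapped. They were 0.0437, -0.0730 and -0.219 in 3D cisplatin and 0.00984 to 0.110 in 3D media. In cadmium chloride the difference was -0.144816 (permutation p = 0.05; -0.0729 without replicate 3 of 3D cadmium chloride at 48 h), so a general response to a toxin stays open. Of 574 genes that span over 300000 bases, cadmium chloride called 0 lower in either culture (median log2 fold changes -0.09 in 2D and -0.22 in 3D). Over all genes, though, it called only 7 lower in 2D and 0 in 3D, so this count cannot decide the question. Cisplatin called 46 of the 574 lower in 2D and 8 in 3D (-0.77 and -0.39), where it called 195 and 8 lower over all genes.
At 4 h in 2D media, DESeq2 on the 2 compared groups called 861 genes, and the highest other split of the 7 libraries gave 222 (1 of 35 splits had as many). A shift shared by both cultures is not clearly seen: 67.0% of these genes had the same sign in 3D, and 11 of 35 splits were as high (highest 86.9%).
The response to a compound against media at 48 h differed between the cultures by an interaction test for 2 genes in cisplatin and 2 in cadmium chloride (FCGR1B and IGHE, picked out after their values were seen). Of 100 splits, 28 gave as many in cisplatin (highest 130) and 35 in cadmium chloride (highest 87). Such splits can keep the response of a single culture and do not measure chance alone, which is not excluded. The cadmium chloride total was 1 or 4 without replicate 2 or 3 of 2D media, 1, 8 or 12 without replicate 1, 2 or 3 of 2D cadmium chloride, and 1 without replicate 3 of 3D media or any 1 replicate of 3D cadmium chloride. Replicate 3 of 3D media at 0 h stood apart from its group, with a mean correlation of 0.894 with the other libraries, a gap to the next of 0.897 times the group's range; chance marks about 1 in 20 groups this way. Gene lists that the paper does not discuss had these median log2 fold changes: p53 targets 0.93 in 3D and 0.65 in 2D cisplatin at 48 h, the integrated stress and unfolded protein response -0.59 in 3D cisplatin at 48 h, metal response 3.11 in 2D and 2.11 in 3D cadmium chloride at 48 h, and, for 3D against 2D at 0 h, hypoxia 1.83 and cytosolic ribosomal proteins 0.99.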

How the results depend on the processing

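edgeR, TMM scaling, array weights, DESeq2 on the 2 compared groups and the fit without replicate 1 of 2D cisplatin at 48 h were chosen as alternatives after the data were seen. edgeR with TMM had been planned as the main test for a table of counts, and limma for normalized values. Of the values of named genes under all settings, 18143 kept their direction and their side of the threshold, 1193 were no longer past it, 222 were newly past it and 0 reversed. The counts below are totals of genes past the threshold that moved by over 1.5 times, and the cause was not tested except where a setting has fewer libraries or reads. Names without a comparison are against 0 h. Depth limits the calls: the shallowest library has 895244 reads. RLE factors in edgeR in place of TMM were not run, since the deposited values already carry such a scaling. The paper and the labels do not say that the replicate numbers pair libraries, though the library numbers run by replicate at 4 h and at 48 h. As a weak hint from the data, 20 of 44 libraries correlated best with their own number, where the number that chance gives was not computed. Of 274 same-numbered pairs, 24 deviated together (correlation over 0.1). Over all 274 the median was 0.002 and the range -0.340 to 0.347, so pairs also deviated in opposite directions. Among the 24 were all 3 of 2D media and 2D cadmium chloride at 48 h (0.130, 0.274 and 0.187), where the block called 42 genes. The replicate block gave 3 in 2D cisplatin at 4 h and 57 in 3D media at 4 h and moved no other count by over 1.5 times.
No low-value filter: 2D media 4 h 10, 2D cisplatin 4 h 10, 3D cisplatin 4 h 84, 2D cisplatin against media 4 h 4, 2D cadmium against media 4 h 32, 2D cadmium against media 48 h 168, 3D cisplatin against media 4 h 11, 3D cisplatin against media 48 h 19, 3D cadmium against media 48 h 85, interaction cisplatin against media 48 h 4, interaction cadmium against media 48 h 11. Pseudocount 0.1: interaction cisplatin against media 48 h 4, interaction cadmium against media 48 h 1. Array weights: 2D media 4 h 154, 2D cisplatin 4 h 87, 2D cadmium 4 h 728, 2D cadmium 48 h 6321, 3D media 4 h 595, 3D cisplatin 4 h 490, 3D cadmium 4 h 743, 3D media 48 h 600, 3D cisplatin 48 h 650, 3D against 2D media 0 h 4496, 3D against 2D media 4 h 2288, 3D against 2D cisplatin 4 h 826, 3D against 2D cadmium 4 h 2100, 3D against 2D cadmium 48 h 4661, 2D cadmium against media 4 h 134, 2D cisplatin against media 48 h 51, 2D cadmium against media 48 h 99, 3D cadmium against media 4 h 103, 3D cisplatin against media 48 h 108, 3D cadmium against media 48 h 89, interaction media 48 h 1501, interaction cisplatin 48 h 1000, interaction cadmium 48 h 2856, interaction cisplatin against media 48 h 1, interaction cadmium against media 48 h 0. TMM scaling: interaction cadmium against media 48 h 4. Thinned to the shallowest total: 2D media 4 h 1, 2D cadmium 4 h 24, 2D cisplatin 48 h 1701, 3D media 4 h 51, 3D media 48 h 82, 3D cadmium 48 h 225, 3D against 2D cisplatin 4 h 247, 3D against 2D cadmium 4 h 154, 3D against 2D media 48 h 1361, 3D against 2D cisplatin 48 h 788, 3D against 2D cadmium 48 h 1936, 2D cisplatin against media 4 h 1, 2D cadmium against media 4 h 10, 2D cisplatin against media 48 h 98, 3D cisplatin against media 4 h 2, interaction media 48 h 318, interaction cisplatin 48 h 209, interaction cadmium 48 h 730, interaction cisplatin against media 48 h 0, interaction cadmium against media 48 h 0. DESeq2: 2D media 4 h 2, 2D cisplatin 4 h 50, 2D cadmium 4 h 77, 3D media 4 h 186, 3D cisplatin 4 h 129, 3D cadmium 4 h 240, 3D media 48 h 292, 3D cisplatin 48 h 228, 3D against 2D media 4 h 696, 3D against 2D cisplatin 4 h 772, 3D against 2D cadmium 4 h 448, 2D cisplatin against media 4 h 5, 2D cadmium against media 4 h 34, 2D cadmium against media 48 h 102, 3D cisplatin against media 4 h 5, 3D cadmium against media 4 h 50, 3D cisplatin against media 48 h 37, interaction media 48 h 1061, interaction cisplatin against media 48 h 36, interaction cadmium against media 48 h 34. edgeR quasi-likelihood: 2D cisplatin 48 h 2090, 3D media 48 h 78, 3D cadmium 48 h 221, 3D against 2D cisplatin 48 h 959, 2D cisplatin against media 48 h 47, 2D cadmium against media 48 h 23, 3D cadmium against media 48 h 18, interaction cisplatin 48 h 279, interaction cisplatin against media 48 h 1, interaction cadmium against media 48 h 0. Only the compared groups: 3D media 4 h 38, 3D cisplatin 4 h 8, 3D cadmium 4 h 49, 3D media 48 h 70, 3D cisplatin 48 h 6, 3D cadmium 48 h 51, 3D against 2D media 0 h 3044, 3D against 2D media 4 h 1240, 3D against 2D cisplatin 4 h 0, 3D against 2D cadmium 4 h 0, 3D against 2D media 48 h 1372, 3D against 2D cisplatin 48 h 0, 3D against 2D cadmium 48 h 147, 2D cadmium against media 4 h 0, 2D cisplatin against media 48 h 0, 2D cadmium against media 48 h 0, 3D cadmium against media 4 h 10, 3D cisplatin against media 48 h 0, 3D cadmium against media 48 h 7, interaction media 48 h 1107, interaction cisplatin 48 h 284, interaction cisplatin against media 48 h 0, interaction cadmium against media 48 h 0. DESeq2 on the 2 groups only: 2D media 4 h 861, 2D cisplatin 4 h 336, 2D cadmium 4 h 294, 2D media 48 h 4775, 3D media 4 h 254, 3D cisplatin 4 h 230, 3D cadmium 4 h 219, 3D media 48 h 572, 3D cisplatin 48 h 228, 3D cadmium 48 h 271. Numbers of lists past the threshold by camera with an estimated correlation: 2D media 4 h 0 (preset 4), 2D cisplatin 4 h 1 (preset 6), 2D cisplatin 48 h 4 (preset 9), 2D cadmium 48 h 7 (preset 12), 3D media 4 h 2 (preset 8), 3D cisplatin 4 h 1 (preset 4), 3D media 48 h 5 (preset 11), 3D cisplatin 48 h 6 (preset 11), 3D against 2D media 0 h 5 (preset 9), 3D against 2D cisplatin 4 h 4 (preset 10), 2D cisplatin against media 4 h 0 (preset 3), 2D cisplatin against media 48 h 7 (preset 13), 2D cadmium against media 48 h 4 (preset 7), 3D cadmium against media 4 h 5 (preset 8), 3D cadmium against media 48 h 2 (preset 5), interaction cadmium 48 h 6 (preset 10), interaction cadmium against media 48 h 0 (preset 9). Numbers of lists past the threshold by fry: 2D media 4 h 0 (preset 4), 2D cisplatin 4 h 1 (preset 6), 2D cisplatin 48 h 15 (preset 9), 3D media 4 h 2 (preset 8), 3D cisplatin 4 h 1 (preset 4), 3D media 48 h 6 (preset 11), 3D cisplatin 48 h 6 (preset 11), 2D cisplatin against media 4 h 0 (preset 3), 2D cisplatin against media 48 h 4 (preset 13), 2D cadmium against media 48 h 4 (preset 7), 3D cadmium against media 4 h 5 (preset 8), 3D cadmium against media 48 h 3 (preset 5), interaction cisplatin against media 48 h 0 (preset 12), interaction cadmium against media 48 h 0 (preset 9). Profiles against the 0 h baseline: Spearman correlation, cisplatin-cadmium, 3D 48 h 0.504, Spearman correlation, cisplatin-cadmium, 2D 48 h 0.564, Spearman correlation, cisplatin in 2D and 3D, 48 h 0.200, Spearman correlation, cadmium in 2D and 3D, 48 h 0.120. Profiles over genes past the threshold in either comparison: Spearman correlation, cisplatin-cadmium, 3D 48 h 0.323, Spearman correlation, cisplatin-cadmium, 2D 48 h 0.444, Spearman correlation, cisplatin in 2D and 3D, 48 h 0.426, Spearman correlation, cadmium in 2D and 3D, 48 h 0.522. 
Leaving out 1 library at a time gave these ranges: 2D cisplatin 4 h 0 to 8, interaction media 48 h 286 to 817, 3D against 2D media 4 h 162 to 342, 2D cadmium against media 4 h 11 to 20, 3D against 2D cisplatin 4 h 156 to 517, 2D cisplatin against media 4 h 0 to 2, 3D against 2D cadmium 4 h 96 to 238, 2D cadmium 4 h 24 to 36, 2D media 48 h 1853 to 2720, 3D against 2D media 48 h 1081 to 2015, 2D cisplatin against media 48 h 35 to 1400, interaction cisplatin against media 48 h 0 to 136, 2D cadmium against media 48 h 21 to 185, interaction cadmium against media 48 h 1 to 12, 2D cisplatin 48 h 1758 to 3910, 3D against 2D cisplatin 48 h 725 to 2640, interaction cisplatin 48 h 248 to 1244, 3D against 2D cadmium 48 h 1828 to 3143, interaction cadmium 48 h 799 to 1272, 3D cadmium 48 h 95 to 751, 3D media 4 h 29 to 63, 3D cisplatin 4 h 28 to 48, 3D media 48 h 14 to 110, 3D against 2D media 0 h 1273 to 1875, 3D cisplatin against media 4 h 0 to 2, 3D cadmium 4 h 87 to 131, 3D cisplatin against media 48 h 5 to 12, 3D cisplatin 48 h 46 to 101, 3D cadmium against media 48 h 30 to 154, Spearman correlation, cisplatin-cadmium, 3D 48 h 0.328 to 0.523, Spearman correlation, cisplatin-cadmium, 2D 48 h 0.210 to 0.441, Spearman correlation, cisplatin in 2D and 3D, 48 h -0.0490 to 0.119, Spearman correlation, cadmium in 2D and 3D, 48 h 0.00947 to 0.0820.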

Differences from the paper's values

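DESeq2 on the 2 compared groups, edgeR, TMM scaling, array weights and the fit without replicate 1 of 2D cisplatin at 48 h were chosen as alternatives after the values were seen. edgeR with TMM had been planned as the main test only for a table of counts. The other alternatives were set before the data were examined. Of the 24 counts of changed genes against 0 h in Fig 4B, 19 differ from those here by over 1.5 times, at the same threshold of an adjusted p under 0.05. The paper's values are read by eye.
At 4 h in 2D, the paper shows about 400 genes up and about 460 down in media in Fig 4B (here 0 and 0), about 190 and about 150 in cisplatin (here 4 and 1) and about 200 and about 97 in cadmium chloride (here 38 and 1), and no alternative set before the data were examined closes these gaps. At 48 h in 2D, it shows about 2400 up in media in Fig 4B (here 1300) and about 1700 up in cisplatin (here 1062). For both, DESeq2 and the fit of only the compared groups close the gap, as do array weights, and the others do not. It shows about 2200 up in 2D cadmium chloride at 48 h in Fig 4B (here 1430), and no low-value filter, DESeq2 and only the compared groups close the gap, as do array weights, and the others do not.
At 4 h in 3D, the paper shows about 150 up and about 110 down in media in Fig 4B (here 60 and 33), about 96 and about 140 in cisplatin (here 32 and 23) and about 75 down in cadmium chloride (here 30). DESeq2 closes the gaps of both up counts and of the cadmium chloride count, and no alternative set before the data were examined closes the other down counts. At 48 h in 3D media it shows about 180 up and about 390 down in Fig 4B (here 31 and 101), which none of those alternatives closes and array weights do. In 3D cisplatin at 48 h it shows about 57 up and about 170 down in Fig 4B (here 32 and 87), where DESeq2 closes both gaps, no low-value filter closes the up count, and the others do not. In 3D cadmium chloride at 48 h it shows about 170 down in Fig 4B (here 260). No low-value filter, a pseudocount of 0.1, the replicate block, thinning, a log2 fold change of at least 1 and the fit without replicate 1, 2, 3 or 4 of 3D media at 0 h close that gap, as do TMM scaling and edgeR, and DESeq2 over all libraries and only the compared groups do not.
For compounds against media, the authors' deposited log2 fold changes matched DESeq2 fitted over all 44 libraries (median difference at most 2e-06). The paper does not state which libraries entered the fits against 0 h. For these, DESeq2 with its default filtering on the 2 compared groups, chosen after the values were seen, closes all 19 gaps. Of the genes called here it also called 0 of 0, 5 of 5 and 38 of 39 at 4 h in 2D media, cisplatin and cadmium chloride, 2713 of 2836, 2500 of 3316 and 2843 of 3162 at 48 h in 2D, 79 of 93, 52 of 55 and 119 of 140 at 4 h in 3D, and 120 of 132, 97 of 119 and 173 of 407 at 48 h in 3D. The paper's own called genes against 0 h are not listed in the files used, so how many it drops was not counted.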

Other observations

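The tests of artifacts and splits in this part were set before their results were seen. A 4 h treatment with cadmium chloride against media of the same time raised heme oxygenase, chaperones and metallothioneins in both cultures. HMOX1 was higher at a log2 fold change of 5.31 (standard error 0.54, adjusted p = 4.76e-08 from limma) in 2D and 6.43 (standard error 0.54, adjusted p = 1.89e-10 from limma) in 3D. MT1G was higher at 5.93 and 6.67 (standard error 0.92 for each), GCLC at 1.59 and 1.65 (standard error 0.28 for each) and DNAJB1, a co-chaperone, at 2.63 and 3.11 (standard error 0.42 for each). BAG3, a co-chaperone of HSP70, was higher in 3D at 3.90 (standard error 0.56), and BBC3 was lower in 3D at -1.61 (standard error 0.35, adjusted p = 0.0323 from limma), a call that ended without replicate 2 or 3 of media (adjusted p = 0.179 and 0.302) or replicate 1, 2 or 3 of cadmium chloride (adjusted p = 0.437, 0.0588 and 0.0767). Of 12 metal response genes 6 were higher in each culture, of 30 NRF2 targets 4 in 2D and 5 in 3D, of 24 heat shock genes 3 and 5, and of 37 genes of the integrated stress and unfolded protein response 4 and 4, and 0 were lower. When adjusted over each list alone, 9 and 9, 7 and 9, 10 and 16, and 4 and 5 were higher. All 4 lists differed from other genes by camera with an estimated correlation. Over all genes, limma called 21 higher and 0 lower in 2D, and 31 higher and 2 lower in 3D; the 2D total was 11 without replicate 3 of media and 12 without replicate 3 of cadmium chloride. In cisplatin against media at 4 h limma called 0 genes in either culture, where 655 in 2D and 464 in 3D had an unadjusted p under 0.05, DESeq2 called 5 and 5 and edgeR 0 and 0; limma called 2 without replicate 2 of 2D cisplatin and 2 without replicate 1 of 3D media.
Other lists in media were these. At 48 h against 0 h in 2D, matrix and mesenchymal genes were higher for 3 and lower for 12 of 33, such as THBS1, thrombospondin, at -3.98 (standard error 0.27), and 10 of 25 cholesterol synthesis genes were lower and 0 higher. Of 30 NRF2 targets, 10 were higher and 2 lower in 2D and 1 higher in 3D, and of 28 inflammation genes 6 were higher and 1 lower in 2D (adjusted p = 0.299 with an estimated correlation). Of 17 proximal tubule enzymes and regulators, 1 was higher and 6 lower in 2D (adjusted p = 0.0511 with an estimated correlation), of 30 genes of fatty acid oxidation 1 and 2 (adjusted p = 0.0511 with an estimated correlation), of 26 proximal tubule transporters 2 and 2, of 24 heat shock genes 2 and 2, of 13 genes of other nephron segments and stroma 0 and 3, and of 33 tubular injury and repair genes 6 and 9. In 3D, PCK1, an enzyme of gluconeogenesis, was higher at 4.04 (standard error 0.97), but not without replicate 2, 3 or 4 at 0 h (adjusted p = 0.0920, 0.113 and 0.0905) or replicate 1 or 2 at 48 h (adjusted p = 0.144 and 0.254). For 3D against 2D in media at 48 h, 9 of 33 tubular injury and repair genes were higher and 3 lower, 4 of 13 genes of other nephron segments and stroma higher and 0 lower, 5 of 26 transporters higher and 0 lower, 3 of 9 genes of the secreted injury panel higher and 0 lower, and 0 of 42 primary cilium genes higher and 5 lower.
For 3D against 2D at 4 h, limma called 272 genes higher and 155 lower in media, 284 and 160 in cisplatin and 177 and 87 in cadmium chloride. The media total of 427 was 162, 248 or 220 without replicate 1, 2 or 3 in 2D and 251 or 177 without replicate 2 or 3 in 3D. The cisplatin total of 444 was 285 or 198 without replicate 1 or 3 in 2D and 156 or 174 without replicate 2 or 3 in 3D. The cadmium chloride total of 264 was 121 or 96 without replicate 1 or 3 in 2D and 106, 170 or 174 without replicate 1, 2 or 3 in 3D. The log2 fold changes of cadmium chloride against media at 48 h in 2D and in 3D had a Spearman correlation of 0.0532, and 21 genes were called higher in both, where independent lists of these sizes share 0.0887.
Other splits relabel the same libraries with the real changes left in. A split near the real one keeps part of the change, so the counts below do not measure chance alone. Here follow the number of genes called, the highest of the other splits and, in brackets, how many of 35 splits had as many: 2D media 4 h against 0 h 0 and 1 (35), 2D cisplatin 4 h against 0 h 5 and 2 (1), 2D cadmium chloride 4 h against 0 h 39 and 8 (1), 2D media 48 h against 0 h 2836 and 766 (1), 2D cisplatin 48 h against 0 h 3316 and 741 (1), 2D cadmium chloride 48 h against 0 h 3162 and 907 (1), 3D media 4 h against 0 h 93 and 17 (1), 3D cisplatin 4 h against 0 h 55 and 10 (1), 3D cadmium chloride 4 h against 0 h 140 and 53 (1), 3D media 48 h against 0 h 132 and 6 (1), 3D cisplatin 48 h against 0 h 119 and 10 (1), 3D cadmium chloride 48 h against 0 h 407 and 36 (1), 3D against 2D media 0 h 1992 and 1 (1). The same for comparisons with 10 splits, too few for a share under 0.05: 3D against 2D media 4 h 427 and 0 (1), 3D against 2D cisplatin 4 h 444 and 1 (1), 3D against 2D cadmium chloride 4 h 264 and 0 (1), 3D against 2D media 48 h 2069 and 1 (1), 3D against 2D cisplatin 48 h 1816 and 16 (1), 3D against 2D cadmium chloride 48 h 3002 and 186 (1), 2D cisplatin against media 4 h 0 and 1 (10), 2D cadmium chloride against media 4 h 21 and 1 (1), 2D cisplatin against media 48 h 298 and 98 (1), 2D cadmium chloride against media 48 h 50 and 206 (3), 3D cisplatin against media 4 h 0 and 1 (10), 3D cadmium chloride against media 4 h 33 and 1 (1), 3D cisplatin against media 48 h 12 and 1 (1), 3D cadmium chloride against media 48 h 36 and 1 (1). The same for 100 splits of the differences between changes: 3D minus 2D of media 48 h against 0 h 555 and 1774 (4), 3D minus 2D of cisplatin 48 h against 0 h 456 and 38 (1), 3D minus 2D of cadmium chloride 48 h against 0 h 1234 and 1177 (1), 3D minus 2D of cisplatin against media 48 h 2 and 130 (28), 3D minus 2D of cadmium chloride against media 48 h 2 and 87 (35).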
